# Population transcriptogenomics highlights impaired metabolism and small population sizes in tree frogs living in the Chernobyl Exclusion Zone

**DOI:** 10.1186/s12915-023-01659-2

**Published:** 2023-07-31

**Authors:** Clément Car, André Gilles, Elen Goujon, Marie-Laure Delignette Muller, Luc Camoin, Sandrine Frelon, Pablo Burraco, Samuel Granjeaud, Emilie Baudelet, Stéphane Audebert, Germán Orizaola, Jean Armengaud, Arthur Tenenhaus, Imène Garali, Jean-Marc Bonzom, Olivier Armant

**Keywords:** Genetics, Transcriptomics, Population, Amphibian, Pollution, Ionizing radiation, Chronic exposure, Modelling, SNP

## Abstract

**Background:**

Individual functional modifications shape the ability of wildlife populations to cope with anthropogenic environmental changes. But instead of adaptive response, human-altered environments can generate a succession of deleterious functional changes leading to the extinction of the population. To study how persistent anthropogenic changes impacted local species’ population status, we characterised population structure, genetic diversity and individual response of gene expression in the tree frog *Hyla orientalis* along a gradient of radioactive contamination around the Chernobyl nuclear power plant.

**Results:**

We detected lower effective population size in populations most exposed to ionizing radiation in the Chernobyl Exclusion Zone that is not compensated by migrations from surrounding areas. We also highlighted a decreased body condition of frogs living in the most contaminated area, a distinctive transcriptomics signature and stop-gained mutations in genes involved in energy metabolism. While the association with dose will remain correlational until further experiments, a body of evidence suggests the direct or indirect involvement of radiation exposure in these changes.

**Conclusions:**

Despite ongoing migration and lower total dose rates absorbed than at the time of the accident, our results demonstrate that *Hyla orientalis* specimens living in the Chernobyl Exclusion Zone are still undergoing deleterious changes, emphasizing the long-term impacts of the nuclear disaster.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-023-01659-2.

## Background

Rapid environmental change caused by human activities poses threats to many wild local species by increasing their vulnerability and notably increasing the risk of population extinction. Individual functional modifications of biological features (i.e. from gene to organism) determine this vulnerability [1]. Here, “function” is referring to a causal relationship between environmental trigger and individual response which impact the interaction between individuals and their environment [2]. These modifications can be detrimental, neutral or adaptive, as well as transmitted or non-transmitted. Functional adaptations in response to an altered environment have often been studied to disentangle plastic and selected processes [3–5]. But the interaction between evolutionary processes (irrespective of functional consequences, and adaptive nature) and plastic changes in the emergence of such functional modifications remains largely an open issue.

The current status of species and their ability to persist locally can be first explored by examining the evolutionary processes faced with contemporary environmental change [6]. By investigating population genetic diversity and structure, population genetics contributes towards disentangling the mechanisms that shape these evolutionary processes [7]. Short-term selection and changes of evolutionary potential in response to new abiotic and biotic interactions induced by human activities have often been emphasised for example in the case of urbanisation [8], climate change [9], or pollution [10]. This generally leads to a decrease in genetic diversity on standing variation or by selective sweeps. Other processes like migration can be also greatly modified by human activities and influence gene flow between populations, potentially increasing genetic diversity with population admixture [11] or decreasing genetic diversity by altering connectivity [12]. More broadly, in the case of small population size, random fixation of transmitted variations through genetic drift can lead to decrease in genetic diversity which can in turn affect population vulnerability [13, 14]. Also, anthropogenic abiotic changes like pollution can induce de novo mutations which could lead to an increased genetic diversity [15], thereby providing the source of genetic variability upon which evolution acts, but may have deleterious effects by directly impairing protein function [16, 17] or through indirect collateral effects [10, 18, 19]. In parallel with evolutionary processes, phenotypic plasticity interacts with individual functional changes and notably influences adaptive evolution. In small populations the increase of genetic drift limits the genetic potential on which selection can act and thus increases the importance of plastic changes to be able to cope with the altered environment [20]. On the other side, individual functional changes act also as feedback on evolutionary processes. For example, if plastic changes lead to a phenotype close to the fitness optimum, directional selection may only have a limited effect [20]. Combining the study of evolutionary processes (with or without direct individual functional consequences) with more functional-centred effects appears thus essential to estimate properly the vulnerability of populations facing anthropogenic pressures.

Pollutants constitute an interesting case study to analyse the evolutionary processes, phenotypic plasticity and functional responses of exposed organisms as they are examples of rapid and persistent environmental changes [21, 22]. In particular, radioactive contaminations after major nuclear accidents like the Chernobyl accident are characterised by a wide range of consequences on wildlife [23–25] and long environmental persistence [26]. The short-term effects of high levels of radionuclides on wild organisms are relatively well described [23]. But even if the regulation in the most contaminated places (as for example in Ukraine with the establishment of the Chernobyl Exclusion Zone greatly limiting human activities [27, 28]) promotes the presence of a large number of species (including large mammals [29]), we are still unable to describe the long-term vulnerability of populations and ecosystems [30, 31]. A good example is the bank voles (*Myodes glareolus*) living in the Chernobyl Exclusion Zone (CEZ), for which a large number of studies showed that they are still experiencing individual functional modifications along the radioactive gradient more than 30 years after the nuclear power plant accident (e.g. colouration [32], cataracts [33], organ mass [34], DNA damage response [35]). These modifications were associated with decreased populations size [36] and thus question the impact on the vulnerability of populations in contaminated places.

Here, we take the Chernobyl study case to assess the long-term consequences of such a major anthropogenic environmental change and the nature of these consequences. In particular, we attempted to conciliate the question of evolutionary processes with a more individual functionally centred study. We focused on the Eastern tree frog *Hyla orientalis*, a species of particular interest because of its relatively small dispersal radius (about 0.5 km per generation [37]) and its exposure to radionuclides in different components of the environment as it lives buried in the ground during winter, reproduces and develops in water and lives as adult in the vegetation [38]. These characteristics make this species relevant to characterise the effects of ionizing radiation (IR) and inform on the possible non-perceptible effects on other components of the biotic community, as proposed for ‘sentinel species’ [39, 40]. While over 3 years (from 2016 to 2018) the total dose rate absorbed by male tree frogs during the breeding period (ranged from 0.07 to 32.40 μSv/h) [41] was estimated to be below the no-effects threshold values (i.e. < to 42 μGy/h) determined by the International Commission on Radiological Protection (ICRP), a recent population genetics study indicated a singular evolution of CEZ populations since the accident compared to other European populations [42]. Analyses of the specific mitochondrial profile of tree frogs in the CEZ revealed a 100-fold higher rate of mitochondrial substitution and smaller effective population sizes compared to other European populations. In the same time, while several blood parameters were not shown to be dependent on total dose rate [43], the high mitochondrial substitution rate observed in the CEZ [42] pointed towards potential metabolic impairments.

The power of transcriptomic analysis, and especially the study of gene expression level, to explore the potential effects of pollutants on individual function has already been emphasised [44–46]. But transcriptomic analysis appears also particularly interesting to explore the potential effects of pollutants by assessing systemic evolutionary processes in the transcribed regions by population genetics analysis and estimate functional effects via the study of gene expression [47–49]. In this study, the de novo transcriptome assembly of *H. orientalis* allowed the comprehensive transcriptomics analysis of 87 individuals sampled in 2018 across a gradient of dose rates in the CEZ. The molecular changes potentially induced by radioactive contamination were assessed by dose–response modelling with specific emphasis on coregulation of genetic networks with environmental variables, and including the body condition index, which was used as an integrative measure of major physiological changes at the individual scale [50]. Expressed single-nucleotide polymorphisms (SNP) derived from transcriptomics data were used to analyse the population structure and genetic variation within the Chernobyl area and to assess the intensity of evolutionary processes ongoing inside the CEZ for this species.

## Results

### Negative correlation between body condition and individual dose of ionizing radiation

To better estimate the current exposure to IR in wild tree frogs, 87 breeding Eastern males tree frog (*Hyla orientalis*) were collected in the CEZ and in non-radiocontaminated area near Slavutych (Fig. 1a and Additional file 1: Table S1) and their individual total dose rate (ITDR) (Fig. 1b) and body condition index (BCI) were estimated. A statistically significant decrease in BCI along the contamination gradient was observed (Chisq = 4.48, *p* = 0.034), due to a higher frequency of individuals with BCI below 0 in highly contaminated sites compared to other sites (chi-square test *p* = 0.0003, 61% *n* = 43 in sites A18, C18 and D18 compared to 21% *n* = 44 in sites B18, E18, F18, G18, H18) (Fig. 1c).

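Frogs were lighter for their length at 3 of the 8 sites. The mean body condition index, computed from the values the paper gives in Table S1, was -0.0761 ± 0.12 (SD, n = 13) at C18, -0.0473 ± 0.122 (n = 15) at D18 and -0.0424 ± 0.101 (n = 6) at H18, a site outside the CEZ. At A18, which is also highly contaminated, it was 0.0251 ± 0.0702 (n = 16), and the highest mean was 0.0754 ± 0.0542 (n = 9) at F18. The index lay below 0 in 27 of 44 frogs of A18, C18 and D18 and in 9 of 43 frogs of the other sites, and 4 of the 6 frogs of H18 were among the latter. Mean snout-vent length was 37.2 ± 5.72 mm (SD, n = 44) at the highly contaminated sites and 40.2 ± 3.33 mm (n = 43) elsewhere. In a linear mixed model with site as random factor, the slope of the index on log10 ITDR was -0.0188 (standard error 0.00878, likelihood ratio Chisq = 3.6, p = 0.0578, 84 frogs with an ITDR). For H18 the paper gives an ITDR of 0.004045 µGy/h but an ATDR of 0.000405, and with that ATDR the likelihood ratio p was 0.121. With the 8 site means as replicates, the difference between highly contaminated and other sites was -0.0596 (exact permutation test over the 56 choices of 3 sites, two-sided p = 0.143). Within the highly contaminated sites the index was not related to log10 ITDR (Pearson r = -0.0358, permutation p = 0.821; Spearman rho = 0.0199, permutation p = 0.898; n = 44), and r was -0.128 without the 2 frogs farthest from the median dose. Within the other sites these values were r = -0.13 (permutation p = 0.418), rho = -0.243 (permutation p = 0.128, n = 40) and r = -0.174 without the 2 farthest frogs. From its mixed model, the paper concludes that body condition decreased along the contamination gradient, and gives the share of frogs below 0 as the reason.

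**Figure D1:**
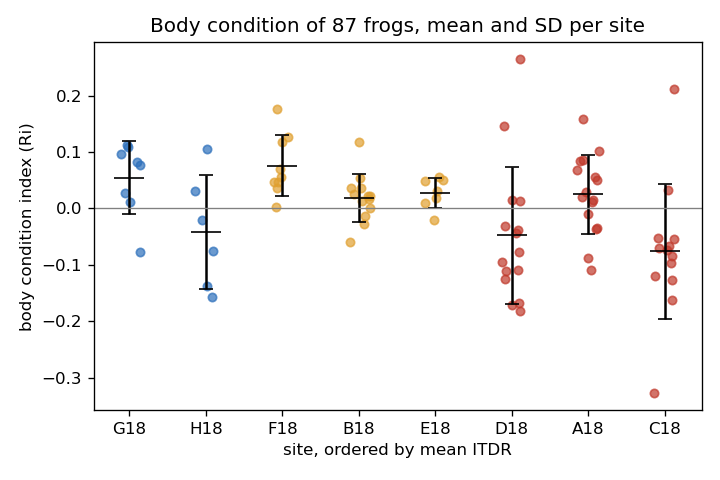
Body condition index (vertical axis, residual of log10 mass on log10 length) of each of the 87 frogs by site, with sites ordered by mean ITDR on the horizontal axis. Points are frogs, red for highly and yellow for lowly contaminated sites and blue for sites outside the CEZ, and black bars give the mean and SD. The frogs of C18, D18 and H18 lie lowest, with means of -0.0761, -0.0473 and -0.0424. H18 is placed by its ITDR of 0.004045 µGy/h, while its ATDR is 0.000405.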

**Fig. 1:**
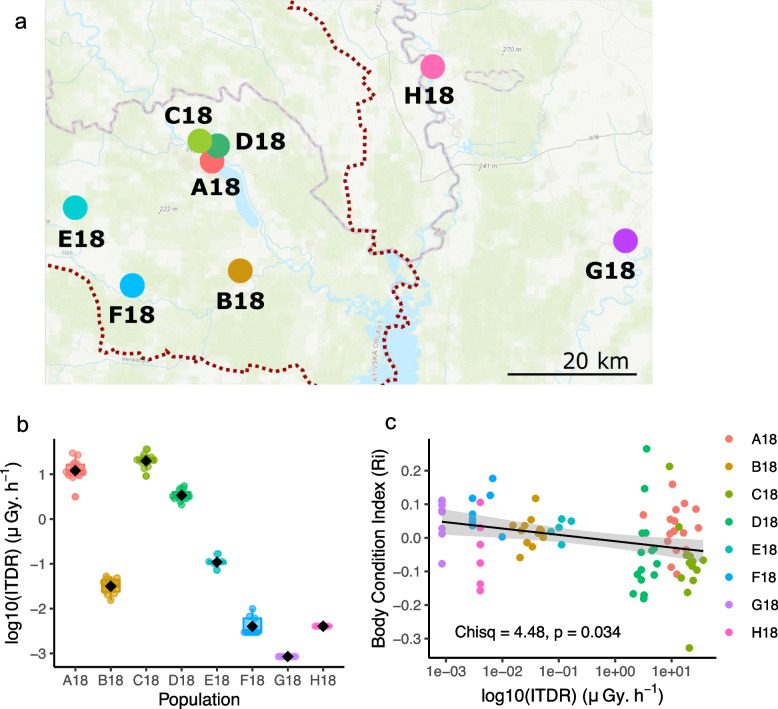
Geographical distribution, individual dose rate (ITDR) and body condition of sampled frogs. **a** Map showing the sampling sites (letters) in the Chernobyl Exclusion Zone (dashed line) and the Slavutych region. **b** Distribution of the ITDR (μGy.h^−1^) in the different sampled populations. **c** Relationship between ITDR and BCI (Ri). The linear model is represented by a black line with 95% confidence intervals

### Geographically structured population and asymmetrical admixture in the CEZ

The de novo transcriptome assembly of *Hyla orientalis* was performed by using the combined set of 5.9 billion RNASeq paired end-reads from 5 tissues (tibia muscle, heart, eye, brain and testis) obtained from three specimens collected near the Slavutych locality. The E90N50 of the assembly was 1690 bp, and 95% of the conserved genes in Tetrapoda were completely assembled (BUSCO) [51]. The reference map of the *Hyla orientalis* transcriptome was defined as a set of 17,323 non-redundant assembled contigs. From the 7286 contigs encoding peptides detected by RNAseq in the muscle tissue (Tag Per Million, TPM > 0.1), 3611 (50%) corresponding proteins were also detected by proteomics (Additional file 2: Fig. S1 and Additional file 3: Supplementary Material and Methods).

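RNA from the tibia muscle of 87 male Eastern tree frogs was sequenced, from 16 frogs of A18, 13 of C18 and 15 of D18 (highly contaminated), 13 of B18, 7 of E18 and 9 of F18 (lowly contaminated), and 8 of G18 and 6 of H18 (outside the CEZ). The authors mapped the read pairs of each frog to their de novo assembled contigs with Bowtie2 and deposited RSEM expected counts, TPM, FPKM and the percent of each contig within its gene, per contig and frog. Only the expected counts entered the tests reported at the conclusions. Summed over contigs, they ran from 12541881 to 45112616 per frog with a median of 18770308. The median per site was 20742320 at A18, 20761001 at C18, 19312835 at D18, 18766060 at B18, 15676453 at E18, 18618265 at F18, 17911096 at G18 and 17020781 at H18. The deepest libraries were H18-4 with 45112616 and C18-14 with 40191965 counts. Of 17325 listed contigs, 2 pairs held the same values in every frog and were summed, which left 17323 contigs, of which 16947 had a count in at least 1 frog. The counts were rounded and tested with edgeR's quasi-likelihood method on TMM-normalized counts, with all 87 frogs in a single fit. A contig was called differentially expressed at an adjusted p (Benjamini-Hochberg) under 0.05 and a fold change of at least 1.5, without a filter on abundance. Libraries were numbered in blocks by site, so that differences between sites and between library blocks cannot be told apart. Gene names are human matches from the copy of Table S3 used here, whose 147 rows cover 133 contigs, fewer than the paper counts with stop-gained variants. The study chose these contigs on these frogs by their SNPs, and every count over named contigs rests on that copy.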

We then generated RNAseq data from tibia muscle of 87 individuals sampled in the CEZ and Slavutych region, with similar coverage (Additional file 4: Table S2, Additional file 2: Fig. S2a, and Additional file 3: Supplementary Material and Methods). The tibia muscle was dissected from one leg for all individuals as it is an abundant and easily accessible tissue in frogs, deeply innervated and with high energy demand for locomotion [52]. From these data, we collected 374,102 variants and selected 157,677 SNPs (42.15%) based on stringent quality control criteria to assess genetic diversity. The ratio of nucleotides transition/transversion (Ti/Tv) was between 2.0 and 2.2 for all individuals, as expected for this type of data [53]. To estimate the intensity of gene flow within the sampled area, and also to make an initial assessment of the relevance of the markers used, we first examined the population genetic structure. We detected that all populations inside and outside the CEZ were moderately differentiated with G’st comprised between 0.054 and 0.115. The genetic distances (G’st/(1-G’st)) were significantly and positively correlated to geographical distances, indicative of an isolation by distance (Mantel, *r* = 0.6581, *p* = 0.011). This isolation by distance remained significant even by controlling for dose rate differences (partial Mantel, *r* = 0.5915, *p* = 0.012). Thus, genetic differentiation is explained on average, by affiliation reflected by geographical distances, and not only by the averaged total dose rates (ATDR) (see Materials and Methods for more information about the ATDR). To further describe population genetic structure in the CEZ, we conducted a principal component analysis (PCA) using bi-allelic SNPs. The Slavutych populations (G18 and H18) were well separated from CEZ populations (Additional file 2: Fig. S2b), but only a relatively low variation was explained by the two first principal components (PC) (5.3% for PC1 and 3.66% for PC2). To further infer relationships between genetic clusters, we carried out a discriminant analysis of principal components (DAPC) in which populations were implemented a priori. The populations were clearly distributed according to geography, with Slavutych populations (G18 and H18) more differentiated from CEZ populations, as expected (Fig. 2a). The genetic structure of CEZ populations was also consistent with their geography. Indeed, the two southern populations B18 and F18 were close together and distant from the three central populations A18, C18 and D18, the south-west population E18 bridging these two groups. We then assessed the probability of affiliation of individuals to each sampled population based on their genotype (Fig. 2b). Individuals displayed high membership to their population defined a priori with little to moderate mixing between them, with the exception of the two Slavutych populations that were completely separated from CEZ populations. The three central populations in the CEZ, A18, C18 and D18, presented the highest number of admixed individuals, reflecting their geographical proximity. We also noted a higher proportion of admixed individuals coming from the south (E18 and F18 populations) towards the centre of the CEZ but not the converse (Fig. 2b). These observations were confirmed by non-supervised *k*-means clustering of genetic polymorphisms and by admixture analysis based on ancestry coefficient inferences, without a priori on population affiliation (Additional file 3: Fig. S2c and d).

**Fig. 2:**
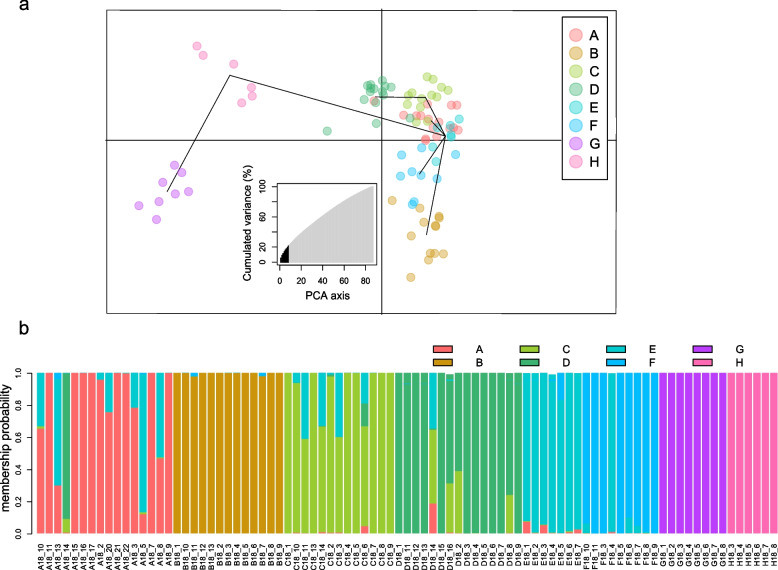
Population structure of *Hyla orientalis* in the Chernobyl region based on genetic polymorphism. **a** DAPC of 87 individuals. **b** Probability of affiliation (membership) of each individual to each sampling site

### Functional prediction of SNP outliers correlated with individual total dose rate (ITDR)

We next aimed at describing the potential selective process ongoing in the CEZ by testing loci associated to the dose gradient and including the confounding effect due to population structure. We detected 21,432 SNPs highly correlated to ITDR (*q*-value < 0.05), scattered among expressed exons of 5283 different contigs encoding functionally characterised orthologous genes. A total of 4138 SNPs non-synonymous variants were detected and associated with genes involved in ATPase activity (GO:0016887 *q*-value < 10^−3^) and small GTPase mediated signal transduction (GO:0051056 *q*-value < 10^−2^). Finally, we found that 159 SNPs in 143 different contigs were stop-gained variants predicted to have a functional impact on orthologous proteins with function in energy metabolism including IDH3G (Uniprot P51553), ALDH2 (Uniprot P05091), and LDHA (Uniprot P00338), as well as the stress factors AHSA1 (Uniprot O95433) and EIF2AK3 (Uniprot Q9NZJ5) (Additional file 5: Table S3). The number of homozygous stop-gained mutations deviating from Hardy–Weinberg (HW) equilibrium was higher in populations highly contaminated in the CEZ compared to the others (exact test of HW equilibrium *p* < 0.01, *n* = 8 in sites A18, C18, D18, *n* = 4 in sites B18, E18, F18 and *n* = 0 for G18 and H18) (Additional file 6: Table S4).

### Negative relationship between genetic diversity indices and the averaged total dose rates (ATDR)

The nucleotide diversity (π) of populations located at the centre of the CEZ (A18, C18 and especially D18) was lower than the one observed at the south of the CEZ (B18, E18, F18) and in the Slavutych region (G18 and H18) (Fig. 3a). Furthermore, π and individual heterozygosity were both negatively correlated with the ATDR (respectively, *S* = 148, rho =  − 0.760, *p* = 0.037; *F* = 9.445, *p* = 0.003) (Fig. 3a, b). As decrease of heterozygosity could be a sign of increased inbreeding within the populations in the CEZ, we assessed the inbreeding coefficient (Fis) for each population. Average Fis by population was comprised between − 0.130 < Fis <  − 0.026, indicating a general excess of heterozygosity. Higher Fis indices were observed in populations highly contaminated in the CEZ (Fig. 3c) and Fis values were positively correlated to ATDR (*S* = 12, rho = 0.857, *p* = 0.011) even including only the loci at HW equilibrium (*S* = 10, rho = 0.881, *p* = 0.007). Thus, the populations studied here do not show general sign of inbreeding, despite a decrease in genetic diversity in most contaminated populations. We next assessed variability of relatedness inferred by pairwise kinship coefficient between sites. Higher variations in relatedness were observed within highly contaminated populations in the CEZ (Fig. 3d) (*z* = 5.73, tau = 0.253, *p* = 9.93.10^−9^) with notably a higher percentage of individuals with relatedness higher than zero in the three most exposed sites (15%) than in lower exposed sites (2%) (Chisq = 41.26, *p* = 1.33.10^−10^). Together, these results indicate that individuals sampled in highly contaminated area in the CEZ do not show sign of higher inbreeding but display higher degree of relatedness.

**Fig. 3:**
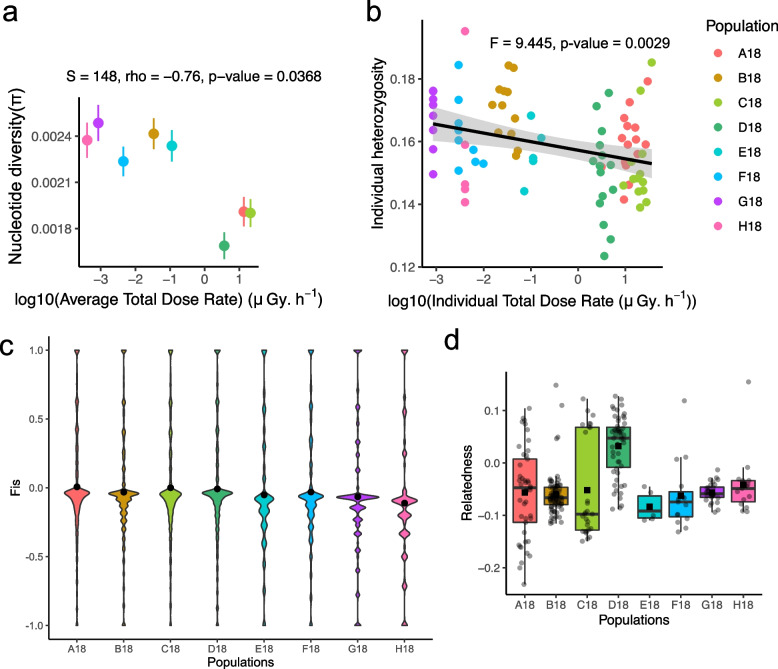
Population genetics summary and relatedness of *Hyla orientalis* in the Chernobyl region. **a** Correlation plot of nucleotide diversity (π) on averaged total dose rate (ATDR) represented at the mean and standard error per sampled population. **b** Individual heterozygosity on individual total dose rate (ITDR). The linear model is represented by a black line with 95% confidence intervals. **c** Representation of the distribution of individual heterozygosity. **d** Degree of relatedness per population

### Dose dependent effects in the CEZ assessed by transcriptomics clustering analysis

Individuals were discriminated in two main groups by hierarchical clustering of contig expression (Additional file 2: Fig. S3). 

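Over the 5961 contigs differentially expressed in at least 1 site against G18, complete linkage of 1 minus the Pearson correlation put 70 frogs in the larger group and 17 in the smaller, with 4 of 44 frogs of highly contaminated and 13 of 43 of other sites in the smaller. The smaller group held 6 of 13 frogs of B18, 4 of 8 of G18, 3 of 9 of F18, 2 of 13 of C18 and 1 each of A18 and D18, and none of E18 or H18. At the next division, 11 of 15 frogs of D18, 5 of 13 of C18, 3 of 9 of F18, 3 of 6 of H18, 1 of E18 and 1 of G18 formed a further group, and none of the 16 frogs of A18 was in it. The median correlation of frog A18-5 with the other frogs of A18 was 0.944, below the lowest median of the other 15 frogs (0.966).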

To test how ITDR contributes to this observed pattern, we tested the correlation between individual cophenetic distances (as an estimate of similarity between individual) and ITDR. 

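The highly contaminated A18, C18 and D18 lie within 3.66 km of each other. Cophenetic distances between 84 frogs, from the tree of 5961 contigs, correlated with differences in log10 ITDR at a Mantel r of 0.167 (9999 permutations of frogs, p = 0.0001, the smallest they can give). They correlated with the log of geographic distance at r = 0.257 (p = 0.0001, the smallest they can give). Frogs of a site share their place. When the mean doses of the 8 sites were exchanged as wholes in all 40320 orders, 0.17, the r from site means, had a one-sided exact permutation p of 0.183. When the dose of each frog was permuted within its site, the one-sided permutation p was 0.121. With ITDR in place of its logarithm, r was 0.012 (permutation p = 0.326).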

We found a significant positive correlation between cophenetic distances and ITDR (Mantel, *r* = 0.121, *p* = 1.10^−4^). 

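Geographic distance was taken as the log of metres + 1, which sets pairs of frogs of the same site far below all others. Given this log, the partial Mantel r of cophenetic distance and log10 ITDR was 0.017 over 84 frogs (9999 permutations, p = 0.21). It was 0.092 (permutation p = 0.0009) over the 12823 contigs that pass edgeR's filter on low counts, and 0.047 (permutation p = 0.0329) with 1 minus the correlation itself in place of the cophenetic distance. With distance in metres not logged, a choice made after the values were seen, it was 0.084 (permutation p = 0.0015). With Spearman distances between frogs it was -0.015 (permutation p = 0.831). Genetic distances were not used here.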

Importantly, this correlation remained significant even by controlling for genetic distances (partial Mantel, *r* = 0.126, *p* = 1.10^−4^) or geographical distances (partial Mantel, *r* = 0.101, *p* = 2.10^−4^). Thus, these results highlight that changes in expression patterns observed by transcriptomics analysis are correlated to the ITDR, and importantly this correlation does not depend only on geography or genetics.

### Impact of long-term exposure to radiocontaminants in the CEZ by transcriptomic analysis

The differential expression analysis of 17,323 contigs was performed using individuals sampled outside the CEZ as reference. Comparison of fold changes was correlated (rho > 0.63) using either reference populations (G18 or H18) or a lowly contaminated site (F18) showing that the dose effects were prominent, and choice of reference sites did not impair the identification of differentially expressed contigs (Additional file 2: Fig. S4). 

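Fold changes of the same site against different reference sites were positively correlated. Over the contigs called against G18, Pearson's r between log2 fold changes against G18 and against H18 ran from 0.707 (C18, 1572 contigs) to 0.764 (D18, 1741 contigs). Against F18 in place of H18 it ran from 0.572 (B18) to 0.722 (D18). These correlations are across contigs, which are not independent replicates, and both fold changes hold the same frogs of the site. Groups simulated with no difference gave r from 0.302 to 0.59 over the same contigs, those called in the real data. These contigs were not chosen on simulated fold changes, so the real r holds a selection that the simulated r lacks. Separate parts of each site's frogs against the 2 references gave r from 0.187 to 0.592. The contigs there had been called with all frogs of the site, so their choice was not independent of either part. The covariance over all 11356 contigs with a mean of at least 10 counts exceeded the simulated one by 0.272 for A18 with H18 and differed from it by -0.0181 for E18 with F18. The number of contigs called changed with the reference. Against H18, 1386 were called in A18, 1541 in B18, 230 in C18, 372 in D18, 431 in E18 and 1643 in F18, and against F18, 2921 in A18, 1357 in B18, 1129 in C18, 1197 in D18 and 93 in E18, where against G18 2445, 2032, 1572, 1741, 755 and 2211 were called in A18 to F18.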

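ALDH2, a mitochondrial aldehyde dehydrogenase, rose against G18 at all 3 highly contaminated sites, with log2 fold changes of 0.67 (standard error 0.25, adjusted p = 0.046) at A18, 1.11 (standard error 0.27, adjusted p = 0.0034) at C18 and 1.13 (standard error 0.26, adjusted p = 0.0022) at D18 from edgeR's quasi-likelihood test. It was also higher at the lowly contaminated F18, by 1.19 (standard error 0.28, adjusted p = 0.0014). B3GN6 rose at A18, C18 and D18, by 1.12, 0.61 and 0.64, and CFA99 had log2 fold changes of -1.13, -2.11 and -1.76 there. B3GN6 was called at the lowly contaminated sites too, with 1.08 at B18, 0.97 at E18 and 1.13 at F18, and CFA99 at F18 with -1.94. LDHA, a subunit of lactate dehydrogenase, rose at C18 (1.23) and D18 (1.32) and had 0.17 (adjusted p = 0.83) at A18. These 3 contigs, ALDH2, B3GN6 and CFA99, are the ones among the 133 with a human match in Table S3 that were called at all 3 sites in one direction, 1 of 10 of energy metabolism and 2 of 65 in no named group. Of unnamed contigs with a mean of at least 100 counts, TRINITY_DN9569_c0_g1_i12 and TRINITY_DN8291_c0_g1_i12 rose most and TRINITY_DN1752_c0_g1_i4 and TRINITY_DN26257_c0_g2_i5 fell most, with mean log2 fold changes of 2.38, 2.26, -3.28 and -2.78. They changed at other sites too: TRINITY_DN9569_c0_g1_i12 was called at B18, E18 and H18 (1.66, 2.29 and 2.39), TRINITY_DN8291_c0_g1_i12 at B18 and F18 (1.64 and 1.59), TRINITY_DN1752_c0_g1_i4 at B18, F18 and H18 (-2.28, -3.72 and -3.17) and TRINITY_DN26257_c0_g2_i5 at B18 and F18 (-1.75 and -3.41). At G18, TRINITY_DN1752_c0_g1_i4 had 50.3 ± 86.4 and TRINITY_DN26257_c0_g2_i5 32.5 ± 53.9 CPM (mean and SD, n = 8). Their means at the other sites ran from 3.29 (C18) to 14.1 (E18) and from 2.71 (C18) to 11.2 (H18). Since these SDs at G18 exceed the means, a few frogs of G18 may set the falls, which was not tested. Against G18, 2445 contigs were called in A18, 1572 in C18, 1741 in D18, 2032 in B18, 755 in E18 and 2211 in F18, so that the counts did not follow the dose. The counts also depend on the number of frogs, which ran from 7 at E18 and 9 at F18 to 16 at A18. Of the contigs called, 453 were shared by A18, C18 and D18 (230 rose, 223 fell) and 303 by B18, E18 and F18, and 111 belonged to both lists. All comparisons used the same 8 frogs of G18. Groups simulated with no difference, with each contig drawn on its own, shared at most 1 contig. Independent lists of these sizes would share 5.95 and 2.94 contigs in the same direction, with rises and falls counted apart. With separate frogs of G18 for each comparison (3, 3 and 2 of them), a median of 3.5 contigs (range 1 to 12 over 10 draws) was shared by A18, C18 and D18. The same 3 frogs for each gave 44 (17 to 311), and the same 2 frogs 33 (16 to 380). For B18, E18 and F18 these medians were 4.5, 36 and 25. With H18 as reference, 56 contigs were shared by A18, C18 and D18, and with F18 332.

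**Figure D2:**
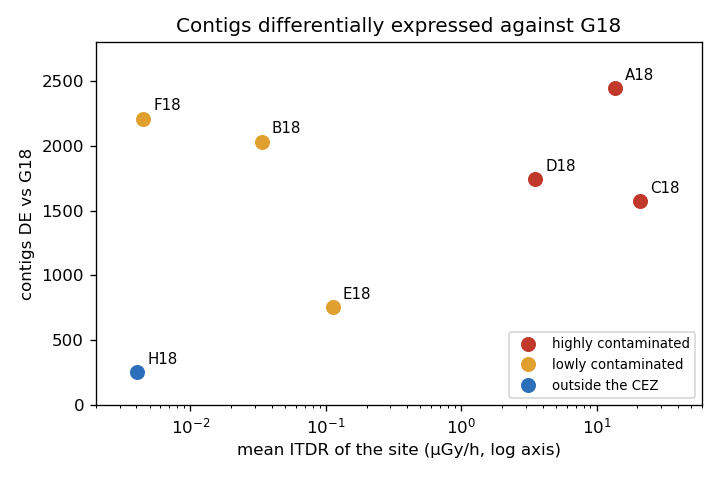
Contigs differentially expressed against G18 (vertical axis) by mean ITDR of the site (horizontal axis, log scale), 1 point per site, red for highly and yellow for lowly contaminated sites and blue for H18. F18, with a mean ITDR of 0.0045 µGy/h, had 2211 contigs and C18, with 21.0 µGy/h, 1572. The number called also depends on the number of frogs, which ran from 6 at H18 to 16 at A18. H18 is placed by its ITDR of 0.004045 µGy/h, while its ATDR is 0.000405.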

Using the most distant site (G18) as reference, we found 477 differentially expressed genes (DEG) in common in the pair-wise comparative analysis made for the highly contaminated sites (A18, C18, D18) and 367 DEG common for the lowly contaminated sites (B18, E18, F18). The differentially expressed contigs were involved in pathways involved in oxidoreductase activity (GO:0016705, *q*-value < 1.10^−2^) and glycolysis and gluconeogenesis (hsa00010, *q*-value < 1.10^−2^) (Additional file 7: Table S5).

We then analysed the transcriptomics changes potentially associated with the environmental changes in the 87 individuals. 

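Of 10 clusters of the 5961 contigs called in at least 1 site, 1 had its highest mean z-scores at A18, C18 and D18 and another its lowest. In the first, of 1168 contigs, the mean z-score was 0.52 at A18, 0.19 at C18 and 0.08 at D18, and from -0.69 (G18) to -0.15 (F18) elsewhere. In the second, of 1011 contigs, it was -0.20, -0.28 and -0.24, and from -0.15 (F18) to 0.73 (G18) elsewhere. Contig by contig, the site means of A18, C18 and D18 all lay above those of the other 5 sites in 284 contigs and all below in 140. Of the 56 choices of 3 sites, 7 separated as many contigs, the real choice included, and another choice separated 767. By mean CPM, DYHC1 (cytoplasmic dynein heavy chain), which was called at A18, was among the contigs named here whose 3 site means lay below all others. So were MRC1 and STAB2 (receptors of macrophages and sinusoidal endothelium), but neither was called at any site against G18, so they are not among the 5961. For STAB2 the gap was small, with 17.25 at A18 and 17.84 at G18.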

Several groups of contigs were characterised by relative higher expression in individuals sampled mainly from sites A18, C18 and D18 (clusters 1 and 2), while a second group of contigs was expressed at low levels in individuals from sampling sites A18, C18 and D18 (cluster 3,4 and 6) (Fig. 4a). These results show that individuals sampled in highly contaminated sites inside the CEZ have a specific transcriptome signature that discriminates them from individuals originating from lowly contaminated sites in the CEZ or outside the CEZ. 

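Of 133 contigs with a human match in Table S3, 1 rose and 3 fell at A18, C18 and D18 against the mean of the other 5 sites (the same counts when adjusted over the list alone, which is not independent evidence since the study chose these contigs on the same frogs). POGK, of transposon origin, rose by 0.66 (standard error 0.12, adjusted p = 3.3e-05) on the log2 scale from edgeR's quasi-likelihood test. DYHC1, a heavy chain of cytoplasmic dynein, fell by 0.63 (standard error 0.14, adjusted p = 0.00035). CFA99 fell by 0.80 (standard error 0.22, adjusted p = 0.0051) and SNX20, a sorting nexin, fell by 0.63 (standard error 0.22, adjusted p = 0.028). Against G18, SNX20 had 0.22 at A18, -0.47 at C18 and 0.04 at D18. Its mean CPM was 1.16, 0.72 and 1.01 there, 1.00 at G18, 0.75 at H18 and 1.50 at B18, and highest at E18 (2.73) and F18 (2.23). Of the 4, only DYHC1 had 3 site means in CPM that lay apart from those of all other sites. None of these 4 calls was made when the 1.5-fold change was itself tested, and with body length as covariate SNX20 had a log2 fold change of -0.559 (adjusted p = 0.0841) and DYHC1 of -0.525 (adjusted p = 0.00307, under 1.5-fold). With the 8 site means as replicates none of the 4 passed, with limma adjusted p of 0.52 for POGK, 0.5 for DYHC1, 0.65 for CFA99 and 0.77 for SNX20. By group, of 13 immune and macrophage contigs 1 fell, of 7 of muscle and cytoskeleton 1 fell, and of 10 of energy metabolism, 13 of DNA repair and chromatin, 7 of extracellular matrix and 4 of stress response none passed. Several others had an adjusted p under 0.05 with a change under 1.5-fold: MRC1 with -0.57 (standard error 0.10, adjusted p = 1.9e-05), STAB2 with -0.49 (standard error 0.09, adjusted p = 1.2e-05), ALDH2 with 0.44 (standard error 0.12, adjusted p = 0.0067), LDHA with 0.56 (standard error 0.20, adjusted p = 0.029) and IDH3G, a subunit of isocitrate dehydrogenase, with 0.20 (standard error 0.08, adjusted p = 0.049). RETST, an enzyme of retinol that was counted here in the group of energy metabolism, had -0.45 (standard error 0.15, adjusted p = 0.021). The median log2 fold change of the 10 contigs of that group was -0.178. With body length as covariate, ALDH2 had 0.295 (adjusted p = 0.0986), LDHA 0.435 (0.144), IDH3G 0.181 (0.118) and RETST -0.391 (0.0773), and the number of contigs called fell from 1104 to 704. EIF2AK3, a kinase of the unfolded protein response, had -0.30 (standard error 0.09, adjusted p = 0.0086), and AHSA1, a cochaperone of HSP90, -0.12 (standard error 0.12, adjusted p = 0.55). Over all contigs, 1104 passed with the frogs as replicates (805 higher, 299 lower), of which 526 had a mean under 10 counts. In simulated data with 67, 67 and 66 contigs changed by 1.5, 2 and 4-fold, 62 unchanged contigs were called in this comparison. They made up 27.9% of its calls, a share that depends on how many contigs were changed. With the 8 site means as replicates, limma called 1 contig, none of those named, lower at the highly contaminated sites, and 1525 had an unadjusted p under 0.05. Among all 56 choices of 3 sites in the fit of frogs, B18, E18 and F18 against the rest gave more calls, 1393. From the clusters of contigs, the paper concludes that frogs of highly contaminated sites have a transcriptome signature of their own.

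**Figure D3:**
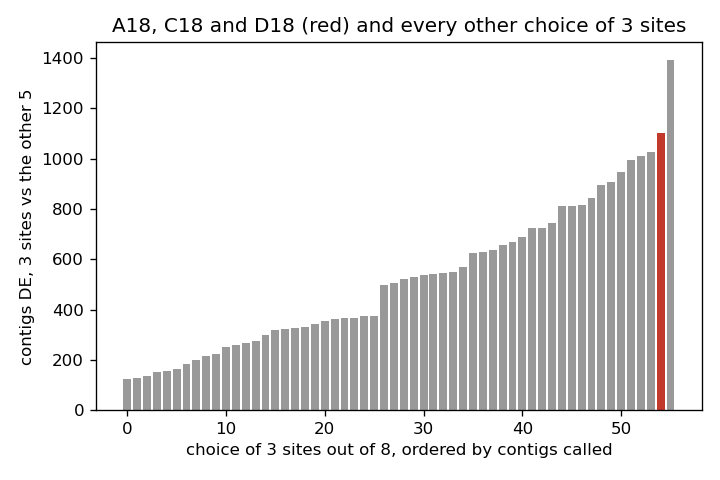
Contigs called between 3 sites and the other 5 in the fit of 87 frogs (vertical axis) for each of the 56 choices of 3 sites, ordered by that number (horizontal axis). The red bar is A18, C18 and D18, with 1104 contigs, and the tallest bar B18, E18 and F18, with 1393.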

We then assessed which biological pathways were deregulated in individuals sampled in the CEZ by analysing the GO biological processes, GO molecular functions and KEGG pathways enriched in the different clusters obtained after hierarchical clustering. Contigs present in the cluster characterised by higher levels of expression in the highly contaminated sites were enriched (among others) in aerobic respiration (GO:0009060, *q*-value < 10^−6^), glycolysis and gluconeogenesis (hsa00010, *q*-value < 10^−5^) and muscle cell development (GO:0055001, q-value = 0.0016). Contigs lowly expressed in highly contaminated individuals in the CEZ were involved in immune response (GO:0002252, *q*-value < 10^−8^) and tumor necrosis factor signalling (GO:0032640, *q*-value < 10^−2^) (Fig. 4b, c). Importantly, adjusting contigs expression by the genetic distances led to clusters of contig expression with similar GO term composition (Additional file 2: Fig. S5). A complete list of the biological pathways enriched in each cluster is provided in Additional file 8: Table S6. Gene set enrichment analysis was then performed on the different sets of differentially expressed genes (using G18 as a reference, as before). The differentially expressed genes from highly contaminated sites (A18, C18 and D18) were enriched in proteins involved in oxidoreduction processes, while differentially expressed genes in the lowly contaminated sites (B18, E18 and F18) were enriched in proteins with function in lipid metabolism (phosphatidylcholine − sterol O − acyltransferase activator activity). Signalling transducer molecules and structural components of actin cytoskeleton were enriched in all gene sets (Fig. 4d).

**Fig. 4:**
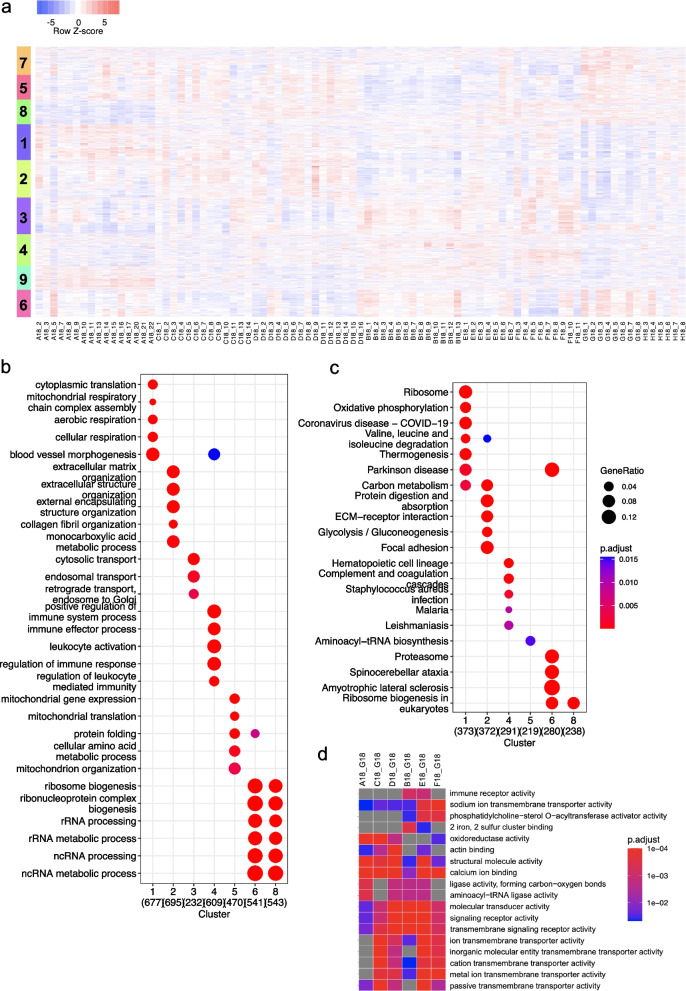
Analysis of gene expression by transcriptomics analysis in the 87 individuals. **a** Unsupervised hierarchical clustering of normalised expression of 5735 contigs differentially expressed in at least one population (using G18 individuals as control). Top dendrogram corresponds to the clustering of individuals based on overall contig expression, highlighted as two main clusters (black and blue). The expression levels of contigs (as Row *Z*-score) are represented as follows: low expression (blue), moderate expression (white) and high expression (red). **b** Enrichments of Gene Ontology Biological Process and **c** KEGG in the 9 different clusters obtained by hierarchical clustering. The numbers in brackets correspond to the total number of contigs in each cluster (bottom, *x*-axis). **d** Treeplot based on semantic similarity of GO molecular function obtained after by gene set enrichment analysis (GSEA). The different biological pathways enriched in each gene set (comparative analysis between each site and using G18 as a reference) are indicated at the bottom of the heatmap. The colour-code from blue to red depicts the *q*-value of the enriched GO terms (grey colour indicates no enrichment)

We then modelled contigs expression profiles along the dose-gradient [54] and computed benchmark dose (BMD_1SD_) to rank the sensitivity of the deregulated GO pathways (Fig. 5a). 

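The paper drew 4 contigs in Fig. 5a as examples of its dose-response fits to these frogs, so that their trends along the gradient, given here, are no independent evidence, and none had a trend within sites. TRINITY_DN10408_c1_g1_i16 was lower at A18, C18 and D18 (56.5 ± 35.8, 75.8 ± 49.3 and 75.6 ± 36.7 CPM, mean and SD, n = 16, 13 and 15) than at the other sites, where means ran from 139 (G18) to 153 (B18). TRINITY_DN1108_c1_g1_i7 had means of 64.4, 65.7 and 58.5 at A18, C18 and D18, 61 at H18 and 44.7 at G18. Their adjusted p for a linear and quadratic trend in the rank of ITDR, from limma on variance-stabilized counts, was 0.0019 and 1.9e-05, and that of TRINITY_DN1589_c2_g2_i1 and TRINITY_DN31030_c0_g3_i7 6.0e-05 and 0.013. MRC1, STAB2, DYHC1, POGK, EIF2AK3 and MBD4, a DNA glycosylase, also had such a trend, and ALDH2, LDHA, IDH3G and AHSA1 did not pass. Over all contigs, 2341 had a trend among 84 frogs, of which 524 rose throughout, 398 fell throughout, 736 were highest and 683 lowest at intermediate doses. With site as a factor, limma called 0 contigs for log10 ITDR among the 70 frogs of sites where the dose differed between frogs, and 607 of 16947 had an unadjusted p under 0.05. In simulated data that test recovered 0 of 67, 3 of 67 and 24 of 66 contigs changed by 1.5, 2 and 4-fold per SD of log10 ITDR, so that even changes of 4-fold were mostly missed. When each frog had the mean dose of its site, 2688 contigs had a trend. When these mean doses were exchanged between sites, 72 of 100 orders gave as many as that.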

The subset of contigs with dose–response models were notably involved in the response to oxidative stress (GO:0006979, *q*-value = 0.016), cellular response to lipid (GO:0071396, *q*-value = 0.012) and muscle system process (GO:0003012, *q*-value = 0.042), thereby showing a deregulation of contigs involved in these biological pathways in function of the ITDR. The complete list of the deregulated pathways is provided in Additional file 9: Table S7. Ranking of the BMD_1SD_ highlighted that the pathway involved in reduction of oxidative stress was deregulated at lower ITDR compared to contigs related to muscle contraction (BMD_1SD_ < 10^−2^ μGy.h^−1^ and about 1 μGy.h^−1^ respectively) (Fig. 5b, c).

**Fig. 5:**
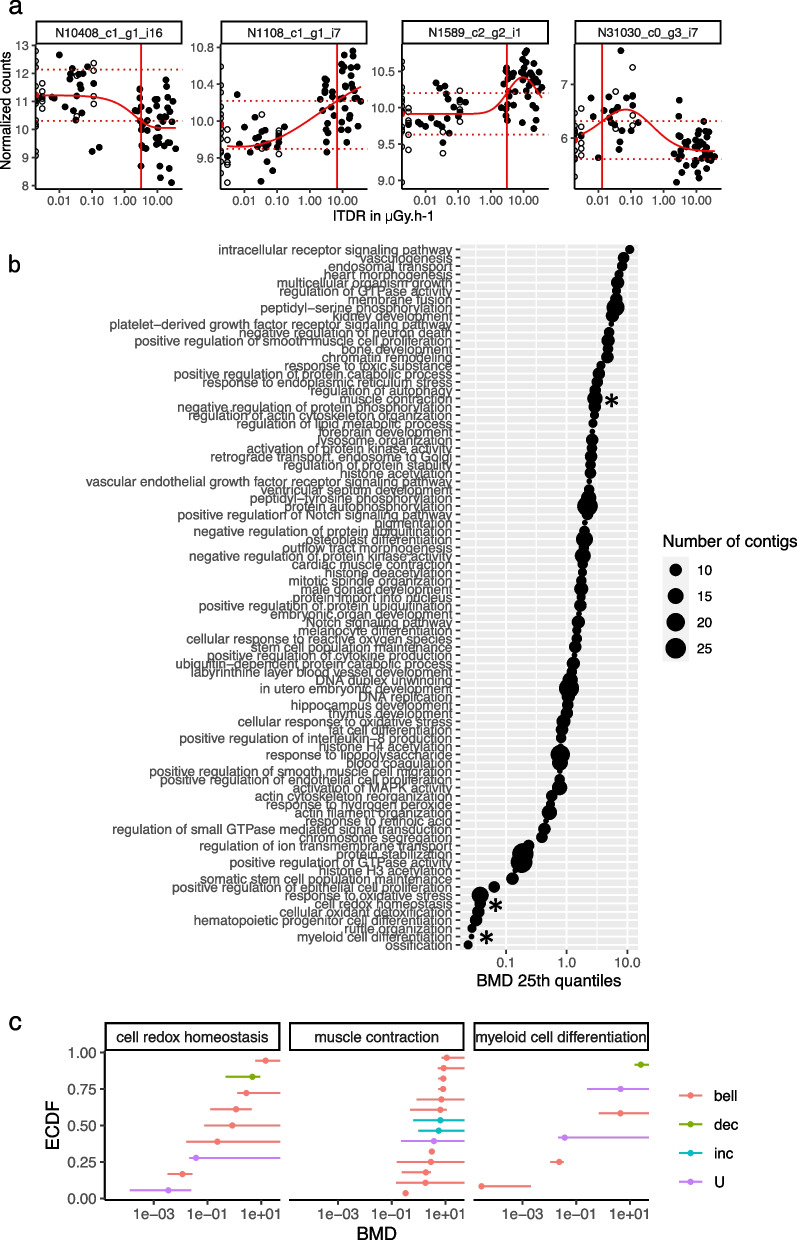
Dose–response modelling and derivation of benchmark mark dose (BMD_1SD_) from the transcriptomics data. **a** Examples of dose–response modelling for several contigs showing the expression values (black dots) along the dose gradient. The dose–response model computed (red line) is used to determine the BMD_1SD_ (vertical line), defined as the minimal dose for which the signal reach the benchmark response (BMR = y0 ± SD) with the modelled value at null dose and the SD the estimated residual standard deviation around the model (dotted horizontal lines). The ITDR (in μGy.h^−1^) as a log scale on the *x*-axis, responses at the control sites (G18 and H18) appear as half circles on the *y*-axis. **b** Distribution of the enriched GO biological process summarised by the 25th percentile of the BMD_1SD_ values from all modelled contigs belonging to the considered GO term. The size of each point codes for the number of modelled contigs in each GO term. Asterisk symbol (*) indicates the 3 GO term for which empirical cumulative distribution function (ECDF) is shown as example in **c**. **c** Example of ECDF plots used to estimate BMD_1SD_ shown in **b** (*). The 95% confidence intervals are indicated for each selected contigs categorised in 3 different GO biological processes. The dose (in μGy.h.^−1^) is indicated on the *x*-axis. The trend of the dose–response curves fitted for each contig is indicated by the colour code (bell: bell-shape, U: U-shape, dec: decreasing (downregulated), inc: increasing (upregulated)

We then applied a non-supervised machine learning methods based on weighted gene co-expression network analysis [55] to identify modules of co-expressed contigs associated with variations of the BCI and ITDR (Fig. 6a). 

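IDH3G, ALDH2, LDHA and LAMA2 lay in a module of 3599 contigs, with 5 of the 10 contigs of energy metabolism, and MRC1, STAB2, DYHC1 and SNX20 in a module of 4109, with 5 of 13 immune and macrophage contigs. In modules built here from biweight midcorrelations, 5 of 13 passed p = 0.001 for ITDR, with 353, 139, 107, 48 and 30 contigs. With log10 ITDR, those of 3599 (p = 0.000686) and 254 contigs (p = 0.000407) passed as well, and those of 48 and 30 did not (p = 0.00177 and 0.0025). ITDR falls into separate ranges at highly contaminated and other sites, so correlations are given within each. For the module of 107 contigs, eigengene and log10 ITDR had r = -0.403 (permutation p = 0.0088, adjusted 0.0289), rho = -0.385 (permutation p = 0.0112, adjusted 0.0364) and r = -0.378 without the 2 farthest frogs among 44 frogs of the highly contaminated sites, and r = -0.526 (permutation p = 0.0007, adjusted 0.00607), rho = -0.542 (permutation p = 0.0006, adjusted 0.00975) and r = -0.657 without the 2 farthest frogs among 40 frogs of the other sites. The module of 30 contigs had r = 0.511 (permutation p = 0.0011, adjusted 0.00715), rho = 0.457 (permutation p = 0.0036, adjusted 0.0187) and r = 0.502 without the 2 farthest frogs at the highly contaminated sites, and r = 0.543 (permutation p = 0.0007, adjusted 0.00607), rho = 0.508 (permutation p = 0.0015, adjusted 0.00975) and r = 0.648 without the 2 farthest frogs elsewhere. In the module of 48 contigs the sign of r differed, with r = -0.218 (permutation p = 0.154, adjusted 0.287), rho = -0.198 (permutation p = 0.197, adjusted 0.284) and r = -0.244 without the 2 farthest frogs at the highly contaminated and r = 0.537 (permutation p = 0.0006, adjusted 0.00607), rho = 0.516 (permutation p = 0.0009, adjusted 0.00975) and r = 0.632 without the 2 farthest frogs at the other sites. For the modules of 353 and 139 contigs, r was -0.471 and 0.339 at the highly contaminated sites (permutation p = 0.0016 and 0.0246, adjusted 0.00832 and 0.064) and -0.125 and 0.147 elsewhere (permutation p = 0.446 and 0.373, adjusted 0.527 and 0.462). Their rho was -0.485 and 0.416 at the highly contaminated sites (permutation p = 0.0013 and 0.0056, adjusted 0.00975 and 0.0243) and -0.222 and 0.201 elsewhere (permutation p = 0.174 and 0.217, adjusted 0.277 and 0.297), all adjusted over 26 relations. These p permute frogs over sites whose doses differ. Around the means of the 6 sites where dose differed between frogs, with doses permuted within sites, r in the 5 modules ran from -0.193 to 0.0903 (permutation p from 0.11, adjusted 0.788) and rho from -0.107 to 0.226 (permutation p from 0.0927, adjusted 0.331), and r without the 2 farthest frogs from -0.0805 to 0.203, over 70 frogs. None of the 13 modules passed an adjusted p of 0.05 in that test. The values within each range and around site means were chosen after the pooled ones had been seen. The number of modules related to ITDR was 2 with a power of 12 and 3 without A18-5. The functions of module members were not analysed here.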

One module was significantly associated with ITDR and enriched in contigs with function in mitochondrial ATP synthesis coupled electron transport (*q*-value < 10^−19^) and aerobic respiration (*q*-value < 10^−27^). 

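Of 13 modules, the one with IDH3G, ALDH2, LDHA and the laminin chain LAMA2 passed p = 0.001 for body condition. Its eigengene over 3599 contigs correlated with BCI at Pearson r = -0.365 (permutation p = 0.0005, Benjamini-Hochberg adjusted over 13 modules 0.0065) and Spearman rho = -0.444 (permutation p = 0.0001) over 87 frogs. The module with MRC1, STAB2 and DYHC1, of 4109 contigs, had r = 0.298 (permutation p = 0.0049, adjusted 0.0318), rho = 0.355 (permutation p = 0.0011) and r = 0.41 without the 2 farthest frogs. In the module with ALDH2, without the 2 frogs farthest from the median BCI, r was -0.493. Around site means r was -0.244, and the eigengene also correlated with body length, at r = -0.553. Contig by contig, limma called 1489 contigs for BCI, among them ALDH2, LDHA and LAMA2, and 37 with site as a factor and 3107 without the frogs D18-12 and C18-11. Of the 133 named contigs 19 were called without site, 4 of 10 of energy metabolism and 2 of 7 of extracellular matrix among them.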

One other module was associated with the body condition index (BCI) and contained contigs involved in extracellular matrix structural constituent (*q*-value < 10^−39^) (Fig. 6b and Additional file 10: Table S8). The correlation between the module eigengene and ITDR remained significant after controlling for genetic distances (*p*-value = 0.0017, see Additional file 3: Supplementary Material and Methods). Finally, modules correlated to ITDR or BIC after correcting contigs expression by genetic distance were enriched in ATP synthesis (*q*-value < 10^−4^) and oxidative phosphorylation (*q*-value < 10^−4^) (Additional file 2: Fig. S6 and Additional file 11: Table S9). Together, these results demonstrate that the transcriptional regulation of genes involved in several biological processes like ATPase activity, hexose metabolism and muscle function are affected by IR, and these changes are correlated to a decreased BCI.

**Fig. 6:**
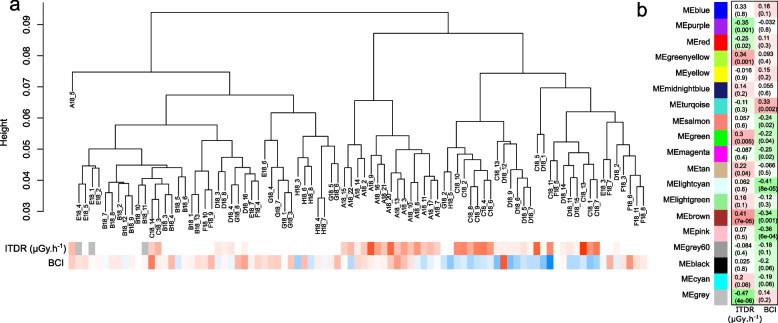
Association between contig expression and individual variables (BCI and ITDR) by weighted gene co-expression network analysis (WGCNA). **a** Dendrogram of samples based on their Euclidean distance and association with ITDR (μGy.h^−1^) and BCI (Ri). The colour codes for the values of the ITDR or BCI: low (blue), moderate (white) and high (red) values. Grey colour indicates missing values. **b** Traits associations with module eigengene correlated to the BCI or ITDR

## Discussion

Tree frog (*Hyla orientalis*) populations living in highly contaminated sites inside the CEZ showed lower nuclear genetic diversity and higher relatedness, as a result of small population sizes. In addition to the underlying genetic drift process, we highlighted stop-gained mutations and changes in transcriptional profile strongly associated with the individual dose received which are predicted to have or support functional consequences in genes involved in energetic metabolism, and in turn could explain phenotypic changes including body condition index.

The analysis of genetic variants showed a significant negative correlation of average nucleotide diversity and average individual heterozygosity with ITDR indicative of genetic drift inside the CEZ, likely due to small effective population sizes. Decreased population sizes associated with the contamination of the environment is also corroborated by the higher propensity of sampled individuals to be more related in the most contaminated sites. Our data on inbreeding coefficient did not reveal signs of higher consanguinity inside the CEZ at the level of the genome but rather high variability in relatedness with notably higher degree of relatedness in the most contaminated sites.

By analysing genetic population structure, we highlighted that populations inside and outside the CEZ were genetically differentiated. The Slavutych populations were more differentiated compared to the ones collected inside the CEZ, pointing towards genetic specificity of the CEZ populations even if the geographical distance between Slavutych and CEZ populations is low (36 km for the closest and 66 km on average). The presence of higher number of admixed individuals in the centre of the CEZ indicates a directed gene flow towards the most contaminated places which can reflect past or ongoing migrations from low towards higher contaminated sites, either as a consequence of recolonisation of declined frog populations or the decrease of anthropogenic activities in the centre of the CEZ, as proposed for barn swallows [56] and bank voles [57]. The fact that population size is smaller in the most contaminated site support the notion that this dynamic is fuelled by a higher mortality or lower reproduction [58]. Thus, migrations and elevated mutations seem not sufficient to offset the genetic diversity loss by bringing new genetic variants in the most contaminated sites of the CEZ.

While we cannot exclude the fact that lower genetic diversity observed in the most contaminated places could be the result of past strong population bottlenecks at the time of the accident (corroborated by the massive functional impacts on amphibians observed at the time of the accident) [23], previous simulations carried out on a mitochondrial marker suggest current small effective population sizes [42]. Current small effective population sizes can be indicative of decreased individual viability in the most contaminated places. Using BCI as an integrative trait to evaluate individual performances linked with energetic status [50], and sometimes proposed as a metric of fitness [59, 60], we showed a negative correlation of this parameter with ITDR. Thus, the exposure to IR is associated with functional modifications in the CEZ. Because of the wide range of mechanisms implicated in BCI variations [61], non-supervised analysis of individual expression variations was performed in order to identify the main functional pathways associated with exposure to IR and mass decrease. The transcriptomic analysis pointed towards an effect of exposure to IR inside the CEZ, as low versus high contaminated sites were discriminated based on gene expression. The gene expression pattern (observed at the individual level) is explained by ITDR, and this relation remained significant by controlling for geographical distance or genetic distances. The changes in gene expression observed in the CEZ are thus not solely a consequence of genetic differentiation inside the CEZ but rather the result of ITDR differences, despite other environmental characteristics specific to the CEZ cannot be completely excluded. Furthermore, the biological effects detected by the transcriptomic analysis, collectively point toward deregulations of mitochondrial activity and muscle functions in frogs living in the CEZ, which fits with the known effects of chronic exposures to IR [62–65].

The results of the gene expression analysis suggest a substantial role of radioactive contamination on functional differences between individuals, impacting notably major energetic pathways. The proximate mechanism at the origin of these modifications remains unknown. Indeed, it could be both the effect of plastic changes and an adaptive response on a trait selected since several generations, as gene expression levels are known to be heritable and thus potentially under selection [66, 67]. Genetic drift induced a lower range of transmitted variations, which can have functional consequences on which selection can act and thus render the plasticity particularly valuable if the functional changes bring individual closer to a fitness optimum [20]. Moreover, the functional response observed at the transcriptomic level appears constrained (as individuals from the most contaminated places show very similar gene expression patterns) and may thus be indicative of an adaptive response. A more in-depth analysis of expression diversity in each site for the different contigs could be a way to evaluate the nature of this response and which functions are involved [68, 69]. Although this response seems non-optimal, as it does not compensate the effective population size decline inferred in the most contaminated places, this does not exclude some of these changes from being subject to selection.

Using RNaseq data to analyse SNP represents a promising and cost-effective alternative compared to whole genome sequencing, especially for non-model species for which no reference genome is available. The main limit, however, is that SNP are obtained only from exons that must be expressed at sufficient levels. If we cannot exclude that detection of SNP from gene expression might lead to bias in estimating genetic parameters, recent analysis shows that RNA-seq data can be used with good confidence to detect SNPs [70, 71]. It is not yet possible to discriminate genetic variants only correlated with radiocontamination from loci genuinely under selective process, but many genes involved in response stress and ATPase activity and correlated with ITDR may thus be indicative of selective process on these functions. Several loci strongly associated to ITDR were found to be stop-gained mutations that are predicted to affect the function of several proteins involved in mitochondrial energy production (IDH3G, ALDH2, LDHA). Noteworthy, we observed an increased number of individuals with stop-gained mutations in these genes in the CEZ. Because of the predicted functional deleterious impact of these changes, it is most likely that these genetic variants do not represent cases of selection but rather de novo radiation-induced mutations that accumulate in the small population of frogs through inbreeding. Ultimately, these changes are in line with the transcriptomics data that showed changes in ATP metabolic process and glucose metabolism. These changes in metabolism observed at the molecular level in individuals exposed to higher IR doses were correlated to a decreased BCI. In addition, other biological processes were detected by the transcriptomic analysis, including change of expression of genes involved in muscle function and unfolded-protein stress response. As chronic exposure to relative low levels of IR was shown to alter the structure of myofibrils [64], it is possible that our results highlight a disruption of myofibers in frog muscles, an organ with high energy demand and rich in mitochondria. Together, these data collectively point toward a frequent impairment of mitochondrial function, which could cause the degraded body condition of individuals living in the CEZ. Despite congruent functional changes in individuals found in highly contaminated areas of the CEZ, our data do not demonstrate the effects of a selection of traits favourable to maintain frog population in the CEZ. Rather, the most parsimonious hypothesis is that frog populations inside the CEZ are maintained, in part, by migration from other less contaminated territories.

More than 30 years after the Chernobyl nuclear power plant accident, numerous studies showed contemporary functional modifications in wildlife associated with differences in exposure to IR [35, 72–75]. While generalisation to every exposed species is not possible [31, 76, 77], and the consequences at the ecosystem scale and the mechanisms involved in these changes remain subjected to debate [31], we highlighted the interest of taking an evolutionary perspective to interpret gene expression differences. The functional changes observed in the most contaminated places are expected to influence fitness and thus show the need to study the long-term specific processes that are taking place on wildlife in polluted areas. Mass loss and body condition in particular are expected to influence reproduction by modifying reproduction investment [78, 79]. These fitness costs and the transmission of functional changes through generations should be better addressed in the future, for example with the establishment of field-based reciprocal transplants [80]. We also highlighted the potential key role of energy metabolism in response with radiation exposure from a body of evidence: changes in body condition, differential expression of genes involved in energy metabolism and association of dose rates with genetic variants on genes involved in mitochondria energy production. More generally, we analysed a specific type of response to persistent environmental change which combines an effective small population size coupled to an increase of deleterious mutations in some loci that directed functional plastic changes and viability loss. While these changes might allow the persistence of populations facing the radiocontaminated environment, this study questions the constraints that an eroded genetic diversity places on possible adaptation, and in particular of a ‘genetic assimilation’ which could lead to the fixation of initially plastic phenotypes [81, 82].

## Conclusions

The combination of gene expression study, SNP data and population genetic analyses allows us to identify genetic disturbances that were previously inaccessible [42]. In a radio-contaminated environment such as the CEZ, even several decades after the nuclear accident and with total absorbed dose rates that the ICRP has so far estimated to have no deleterious effects on frogs [41, 83], individuals inhabiting the CEZ still display signs of significant disturbances such as genetic erosion, disruption of transcriptomic/metabolic pathways and changes in physiological traits. These changes are consistent with altered metabolism and fitness costs resulting from long-term radiation exposure, but the causal relationship with radiation remain to be established. Future studies in radio-contaminated areas should use a combination of “omics” data and population genetics analyses to investigate rigorously possible hidden deleterious effects.

## Methods

### Sampling of Hyla orientalis and dosimetry

The individuals used in the present study correspond to sampling made in Ukraine in 2018, as described before [42, 43]. Briefly, *Hyla orientalis* calling male individuals were collected during the night in May–June 2018 from 8 different wetlands in Ukraine, including 6 sites in the CEZ (A18, B18, C18, D18, E18, F18) and two sites 10 km and 45 km east from the Chernobyl NPP (G18 and H18, respectively). Thereafter, these sites are referred to as populations in the sense of “population sample.” The 6 sites inside the CEZ covered a gradient of ambient dose rates ranging from 0.1 to 16.2 μGy.h^−1^, while dose rates close to background were measured for the 2 sites outside the CEZ (0.04 μGy.h^−1^) (radiometer MKS-AT6130, Atomtex). Absence of trace metallic contamination (including uranium, thorium and plutonium isotopes) in the sites G18 and H18 was confirmed by elemental analysis of water samples (see Elemental Analysis). Individuals were sampled inside the CEZ (*n* = 73) and in the 2 non-contaminated sites (G18 and H18) (*n* = 14). Three additional individuals were sampled to produce the reference transcriptome (see Additional Material and Methods). After capture, frogs were kept individually in a wet plastic container overnight, measured, weighted and dissected as described before [42, 43]. The tibia (*gastrocnemius*) muscle was dissected from one leg for all individuals as it is an abundant and easily accessible tissue in frogs, deeply innervated and with high energy demand for locomotion. The other leg was used for reconstruction of the internal contamination (see below). All tibia samples used for RNA extraction were immerged in individual tubes with 1 ml of RNA later (Sigma) and kept in liquid nitrogen. Internal contaminations of ^90^Sr and ^137^Cs were measured for each individual in bone and leg muscles, respectively, in the International Radioecology Laboratory (IRL) (Slavutych, Ukraine) to reconstruct the total internal dose, as described before [41, 42]. The individual total dose rate (ITDR) in μGy.h^−1^ was reconstructed from both internal and external exposures using EDEN [84], considering both soil and water activities as before. Averaged total dose rates (ATDR) were obtained by computing the mean ITDR per site. All samples were deep frozen until their transport to the Institute for Radiological Protection and Nuclear Safety (IRSN) laboratory (Cadarache, France).

### Elemental analysis on water samples

Water samples collected on reference sites (G18 and H18) were acidified to 2% (v/v) HNO3 with Ultra-Pure JT Baker, 70% (v/v) nitric acid, and analysed for trace metals and major elements with ICP-MS (7800 Agilent, Tokyo, Japan) and ICP-AES (Optima 8300, Perkin Elmer, Waltham, Massachusetts, USA) respectively, according to already published procedures [85] (Additional file 12: Table S10).

### RNA extraction and sequencing libraries

The 87 individuals sampled in and outside the CEZ were subjected to RNA-Seq analysis. Total RNA was extracted from tibia muscle with the Quick-DNA/RNA Miniprep kit (Zymoresearch) following manufacturer’s instructions. Integrity and RNA concentrations were assessed on RNA Nano Chips (Bioanalyzer 2100, Agilent). All samples had an RNA integrity index > 8 and were used for library preparation using the Stranded mRNA Prep Ligation kit with ITD UD index (Illumina) following instructions. After quality check (size and concentration) on DNA1000 Chips (Bioanalyzer 2100, Agilent), libraries were sequenced on a NovaSeq6000 platform to produced 100 or 150 bases long paired-end reads using S4 flow cells (Clinical Research Sequencing Platform, Broad Institute, MIT, United States). All fastq files were quality checked with an in-house pipeline relying on fastqc and fastx-toolkit.

### Transcriptomics analysis

The de novo assembly of *Hyla orientalis* transcriptome was made with Trinity [86] using the complete dataset obtained from five different tissue type (tibia muscle, heart, eye, brain and testis) obtained from 3 additional individuals sampled in non-contaminated site. Completeness of *Hyla orientalis* transcriptome assembly was assessed by BUSCO [51] analysis. We searched similarities to SwissProt [87] and UniRef90 [88] (E < 1e^−3^) using blastx and blastp [89] with the assembled contigs and predicted ORF respectively. All annotations were collected in a mySQLite relational database using *Trinotate* [90] for annotating putative functional characteristics. The quality of the assembled contigs was confirmed by comparing the sequence of the predicted ploypeptides to proteomics data obtained by Mass spectrometry from 3 muscles of the same individuals. Proteins were extracted as before [64]. Peptides were analysed using liquid nanochromatography online in front of an Orbitrap Fusion Lumos Tribrid mass spectrometer (Thermo Fisher Scientific) as previously describe [91]. Transcript abundance estimation were mapped against the de novo assembled *Hyla orientalis* transcriptome using Bowtie2 [92] and quantified by RSEM [93]. Differential analysis was made by Deseq2 [94]. Dose–response modelling and BMR (benchmark response) estimation were computed with DRomics [54]. Weighted gene co-expression network analysis was performed with WGCNA [55]. See Additional file 3: Supplementary Material and Methods and Additional file 2: Fig. S1 for details on methods for the transcriptomics data analysis.

### Variant detection

Uniquely mapped reads were processed for variant calling as described in GATK’s best practices for RNA-Seq data [95, 96]. Briefly, mate information was fixed, duplicates marked and reads splited with the GATK function SplitNCigarReads. No base recalibration and base quality reassignment could be performed as prior SNPs information are missing for this species. Germline variants were detected in each sample using GATK HaplotypeCaller 4.2.0.0 with the options -native-pair-hmm-threads 46 –pcr-indel-model NONE -ERC GVCF. Individual vcf files were then used for joint genotyping with the GATK’s functions GenomicsDBImport and GenotypeGVCFs to produce a single gvcf file. The following filtering steps were then performed: (i) vcftools [97] was used with the options –remove-indels –max-missing 0.75 –recode to remove sites were at most 25% of the genotypes were missing, (ii) we then applied the following filters recommended by GATK’s best practices for RNA-Seq SNPs calling: -filter “QD < 2.0” –filter-name “QD2” -filter “QUAL < 30.0” –filter-name “QUAL30” -filter “SOR > 3.0” –filter-name “SOR3” -filter “FS > 60.0” –filter-name “FS60” -filter “FS > 30.0” –filter-name “FS30” -filter “MQ < 40.0” –filter-name “MQ40” -filter “MQRankSum < -12.5” –filter-name “MQRankSum-12.5” -filter “ReadPosRankSum < -8.0” –filter-name “ReadPosRankSum-8”.

### Population genetics summary statistics

Nucleotide diversity (π) for each population is the mean of nucleotide diversity for each contig calculated as the average number of nucleotide differences (θπ) divided by the total number of positions (segregating or not segregating sites) except positions with missing data in any individual. The individual heterozygosity ratio was calculated as the number of heterozygous positions on the number of segregating sites used for an individual. π and the individual heterozygosity were computed with DnaSP [98]. Expected (He) and observed (Ho) Heterozygosity of each population for each contig were computed with PLINK [99] and inbreeding coefficient (Fis) as 1—(Ho/He) [100]. We then analysed the distribution of Fis values for the different loci for each population. To evaluate the contribution of loci with extreme values, we compared Fis between populations solely for loci at the Hardy–Weinberg equilibrium.

### Population structure

Genetic variability was computed by pairwise Hedrick G’st [101] analysis between all populations with vcfR v.1.12.0 [102]. Multivariate analyses were performed among bi-allelic SNPs to take into account the different loci. Principal component analysis (PCA) and discriminant analysis of principal component (DAPC) were conducted with the adegenet v.2.1.3 package [103]. For DAPC, eight principal components were retained representing 21% of the total variance to keep a sufficient power of discrimination between observed and random effects and to avoid over-fitting (a-score criterion). We retained and interpreted the two first discriminant functions which were the most informative. Group memberships of DAPC were represented with a “STRUCTURE-like” barplot to investigate differentiation between populations and their level of admixture. In addition, ancestry estimation was obtained from the individual SNP data with the algorithm *admixture* using *k* = 7 [104]. In order to make inferences about the potential effective size differences between populations, we estimated individual pairwise kinship coefficient [105] for individuals which are affiliated to more than 95% to their initial population (to get rid of potentially recent migrants). The identification of genetic clusters without a priori was made with k-means clustering with all PCs and a number of cluster *k* = 8, corresponding to the eight populations sampled as a maximum of cluster.

### Identification of loci potentially under selection

To identify loci potentially under selection along the contamination gradient, we used a Latent Factor Mixed Model (LFMM) implemented in LEA v.2.8.0 package [106]. This model provides a genome-wide ecological association study, by fitting a statistical model including population structure, which permits to test the association between genetic polymorphism and an environmental variable. Here, by running first non-negative matrix factorisation algorithms (sNMF), 3 clusters were selected to optimise the cross-entropy criterion. LFMM were then performed with 5 runs (iterations = 6000, burnin = 3000) with the ITDR as environmental variable and outliers identified using *q*-values (FDR, Benjamini-Hochberg) < 0.05. Genomic variant annotations and functional effect prediction were made with SnpEff [107]. Biallelic SNP outliers predicted to cause homozygous stop-gained mutations were tested for deviating from the HW equilibrium using the R package HardyWeinberg version 1.4.1 using the HWExact test option.

### Statistical analysis of the link between ionizing radiation and body condition, genetic diversity, and expression

Body condition of Eastern tree frogs was estimated with the residuals of the regression of log10(body mass) against log10(snout-vent length) (Ri) [108, 109]. Linear mixed models were used to test the link between log(ITDR) and body condition index with site as random factor. Linear models were used to test the link between log(ITDR) and individual heterozygosity. Correlations between genetic diversity indices (π and Fis) and ATDR were tested with non-parametric Spearman’s rank tests. To investigate potential changes in variance in relatedness along the contamination gradient, correlation between ATDR and the residuals of relatedness for each site, calculated as the absolute value of relatedness from median of relatedness of each site, was tested with non-parametric Kendall’s test. At the population level, correlation between log(geographical distances) (in meter, m) and genetic distances (G’st/(1-G’st)) were tested using Mantel’s test [110]. The dependence of this correlation on pairwise ATDR absolute difference was tested using partial-Mantel test. At the individual level, Mantel tests were used to test the correlation between cophenetic distances (i.e. interindividual similarity) obtained by the hierarchical clustering of 5735 differentially expressed contig and log(ITDR) or log(geographical distances) (see also Additional Material and Methods). The dependence of these correlations on log(geographical distances) and genetic distances respectively was tested with partial Mantel tests. Mantel and partial-Mantel tests were carried out on *vegan* v.2.5–6 package [111] and significance estimated by permutation’s test using 9999 permutations. Threshold of significance were all set to *p* < 0.05. All tests were carried out on R version 3.6.1 (A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria. URL https://www.R-project.org/).

## Supplementary Information

**Additional file 1: Table S1.** Sampling sites, doses and individual parameters measured in 87 sampled frogs including weight, length, width, BCI (Ri), Individual Total Dose Rate (ITDR) and Average Total Dose Rate (ATDR).

**Additional file 2: Fig. S1.** Experimental design of the transcriptomic analysis on *Hyla orientalis*. **Fig. S2.** Contigs expression and population structure analysis. a. PCA on RNAseq expression data. b. DAPC on genetic variants obtained from the 87 individuals. c. Results of the K-mean clustering of individuals based on genetic polymorphisms. d. Admixture analysis made on the SNP from the 87 individuals to assess ancestry coefficient. **Fig. S3.** Bootstrap analysis after hierarchical clustering of 5,735 contigs expressed in 87 individuals. AU (Approximately Unbiased) p-value and BP (Bootstrap Probability) value are represented at each node in red and green respectively. AU *p*-value (computed by multiscale bootstrap resampling) is a good approximation of unbiased *p*-value. Branches with confidence intervals > 90% are highlighted in red. **Fig. S4.** Comparison of the differential expression analysis (*n* = 17,323 contigs) using G18, H18 or F18 populations as references. The correlation of the FC obtained by using the different reference sites is indicated in each comparative analysis. The Pearson correlation coefficient *rho* is indicated at the top. **Fig. S5.** a. Unsupervised hierarchical clustering of normalised expression of 5,735 contigs differentially expressed in at least one population (using G18 individuals as control) after removing the effects of genetic distances as covariables. The expression levels of contigs (as Row Z-score) are represented as follows: low expression (blue), moderate expression (white) and high expression (red). b. Enrichments of Gene Ontology Biological Process in the different clusters obtained by hierarchical clustering. The numbers in brackets correspond to the total number of contigs in each cluster (bottom, x-axis). **Fig. S6.** Association between contig expression and individual variables (BCI and ITDR) by WGCNA after adjusting the expression for genetic distances and removing low abundance genes (*n* = 13,641). Traits associations with module eigengene correlated to the BCI and ITDR are indicated for each module (correlation coefficient and *p*-value are indicated).

**Additional file 3. **Supplementary material and methods.

**Additional file 4: Table S2.** NGS quality control of RNAseq 87 individuals, including RNA index Number (RIN), read coverage and read quality (Phred score as Q30).

**Additional file 5: Table S3.** Summary of SNPs correlated with ITDR in the CEZ. The result of tblastx giving the closest human Uniprot orthologue is indicated, as well as the results from SNP calling with GATK, variant prediction from SnpEff and the DEG obtained by DESeq2.

**Additional file 6: Table S4.** a. List of the 159 SNPs in the 143 different contigs presenting a stop gained variants for the three level of contamination: Red (populations in the centre of the CEZ exposed to “higher” dose rate: A,C,D), Yellow (“medium” dose rate for populations BEF), Green (“lower” dose rates, for populations G,H). We indicate the *p*-value of the Fisher exact test for hardy–Weinberg equilibrium: green circle not significant, yellow circle significant with p-value ranging from 0.01 to 0.05, red circle significant with *p*-value < 0.01. b. Number of significant Fisher exact test p-value for the three different radioactive contamination area (high = red; yellow = medium; green = low). c. Genotype distribution (Wt = wild type; + stop gained mutation) for the different genes presenting a *p*-value < 0.01 and for the three different radioactive contamination area.

**Additional file 7: Table S5.** Functional enrichement of differentially expressed contigs in common after categorisation of population living in highly contaminated sites (named as cluster 1: A18, C18, D18 versus G18) and low contaminated sites (named as cluster 2: B18, E18, F18 versus G18). a. KEGG, b. Molecular Function, c. Biological Process.

**Additional file 8: Table S6.** Functional enrichment in each of the 9 clusters obtained by hierarchical clustering of differentially expressed contigs (*n* = 5,735). a. KEGG. b. Biological process. c: Molecular Function.

**Additional file 9: Table S7.** Enrichment of GO Biological Process after dose–response modelling of contig expression by Dromics.

**Additional file 10: Table S8.** Enrichment of GO Biological Process and GO Molecular functions in module eigengenes obtained from weighted gene co-expression network analysis.

**Additional file 11: Table S9.** Enrichment of GO Biological Process functions in module eigengenes obtained from weighted gene co-expression network analysis using the matrix of expression filtered for lowly expressed genes and corrected by genetic distances.

**Additional file 12: Table S10.** Concentration of heavy metals and radionuclides measured on the two reference sites near Slavutych (G18 and H18). Recommended guidelines are indicated for each element (when existing). Na: Not available.

## Data Availability

All data generated or analysed during this study are included in this published article, its supplementary information files and publicly available repositories. RNASeq data are available under the Gene Expression Omnibus (GEO) accession number GSE211060 at the address: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE211060. [112].

## Abbreviations

ATDR: Average total dose rate
BCI: Body condition index
CEZ: Chernobyl Exclusion Zone
DAPC: Discriminant analysis of principal component
FDR: False discovery rate
Fis: Inbreeding coefficient
Gst: Coefficient of genetic differentiation
HW: Hardy-Weinberg
ICRP: International Commission on Radiological Protection
ITDR: Individual total dose rate
IR: Ionizing radiation
LFMM: Latent Factor Mixed Model
PCA: Principal component analysis
RNASeq: RNA high-throughput sequencing
RNA: Ribonucleic acid
SNP: Single-nucleotide polymorphism
WGCNA: Weighted correlation network analysis
π: Nucleotide diversity

# Supplementary material for: Population transcriptogenomics highlights impaired metabolism and small population sizes in tree frogs living in the Chernobyl Exclusion Zone
**Source:** BMC Biol. 2023 Jul 31;21:164. doi: 10.1186/s12915-023-01659-2
**Supplement:** Supplementary file 2 — Additional file 2: Fig. S1. Experimental design of the transcriptomic analysis on Hyla orientalis. Fig. S2. Contigs expression and population structure analysis. a. PCA on RNAseq expression data. b. DAPC on genetic variants obtained from the 87 individuals. c. Results of the K-mean clustering of individuals based on genetic polymorphisms. d. Admixture analysis made on the SNP from the 87 individuals to assess ancestry coefficient. Fig. S3. Bootstrap analysis after hierarchical clustering of 5,735 contigs expressed in 87 individuals. AU (Approximately Unbiased) p-value and BP (Bootstrap Probability) value are represented at each node in red and green respectively. AU p-value (computed by multiscale bootstrap resampling) is a good approximation of unbiased p-value. Branches with confidence intervals > 90% are highlighted in red. Fig. S4. Comparison of the differential expression analysis (n = 17,323 contigs) using G18, H18 or F18 populations as references. The correlation of the FC obtained by using the different reference sites is indicated in each comparative analysis. The Pearson correlation coefficient rho is indicated at the top. Fig. S5. a. Unsupervised hierarchical clustering of normalised expression of 5,735 contigs differentially expressed in at least one population (using G18 individuals as control) after removing the effects of genetic distances as covariables. The expression levels of contigs (as Row Z-score) are represented as follows: low expression (blue), moderate expression (white) and high expression (red). b. Enrichments of Gene Ontology Biological Process in the different clusters obtained by hierarchical clustering. The numbers in brackets correspond to the total number of contigs in each cluster (bottom, x-axis). Fig. S6. Association between contig expression and individual variables (BCI and ITDR) by WGCNA after adjusting the expression for genetic distances and removing low abundance genes (n = 13,641). Traits associations with module eigengene

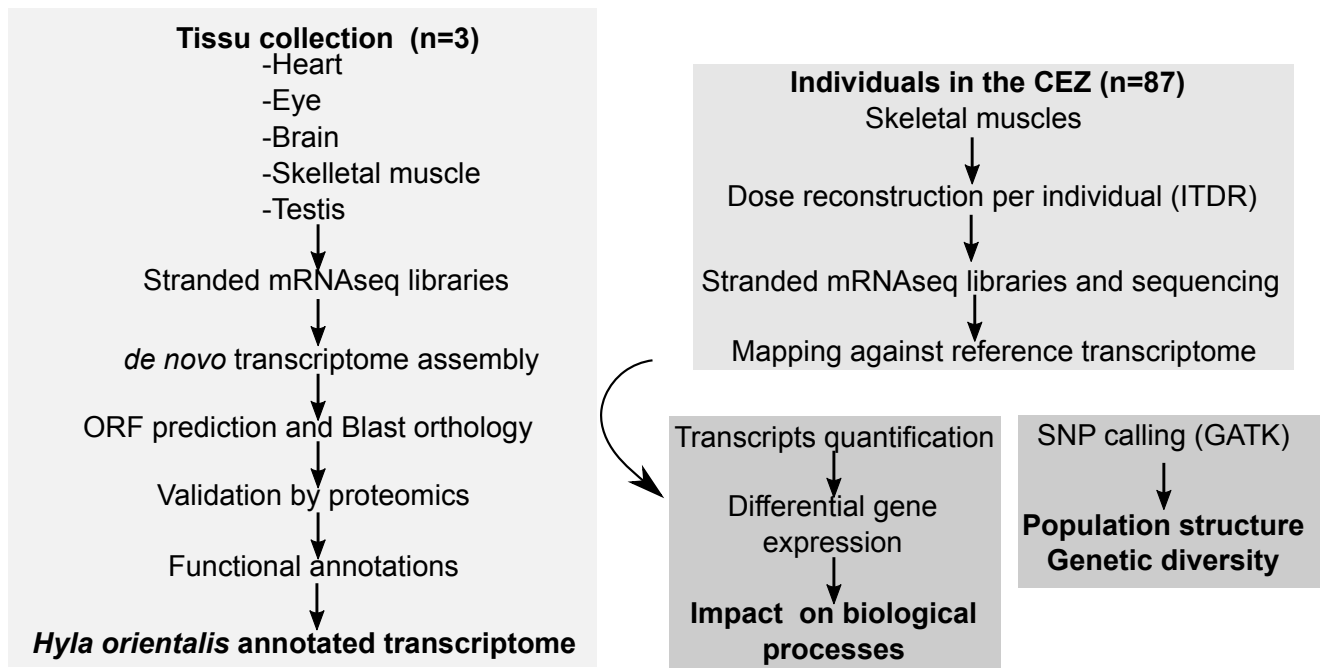

Figure 1

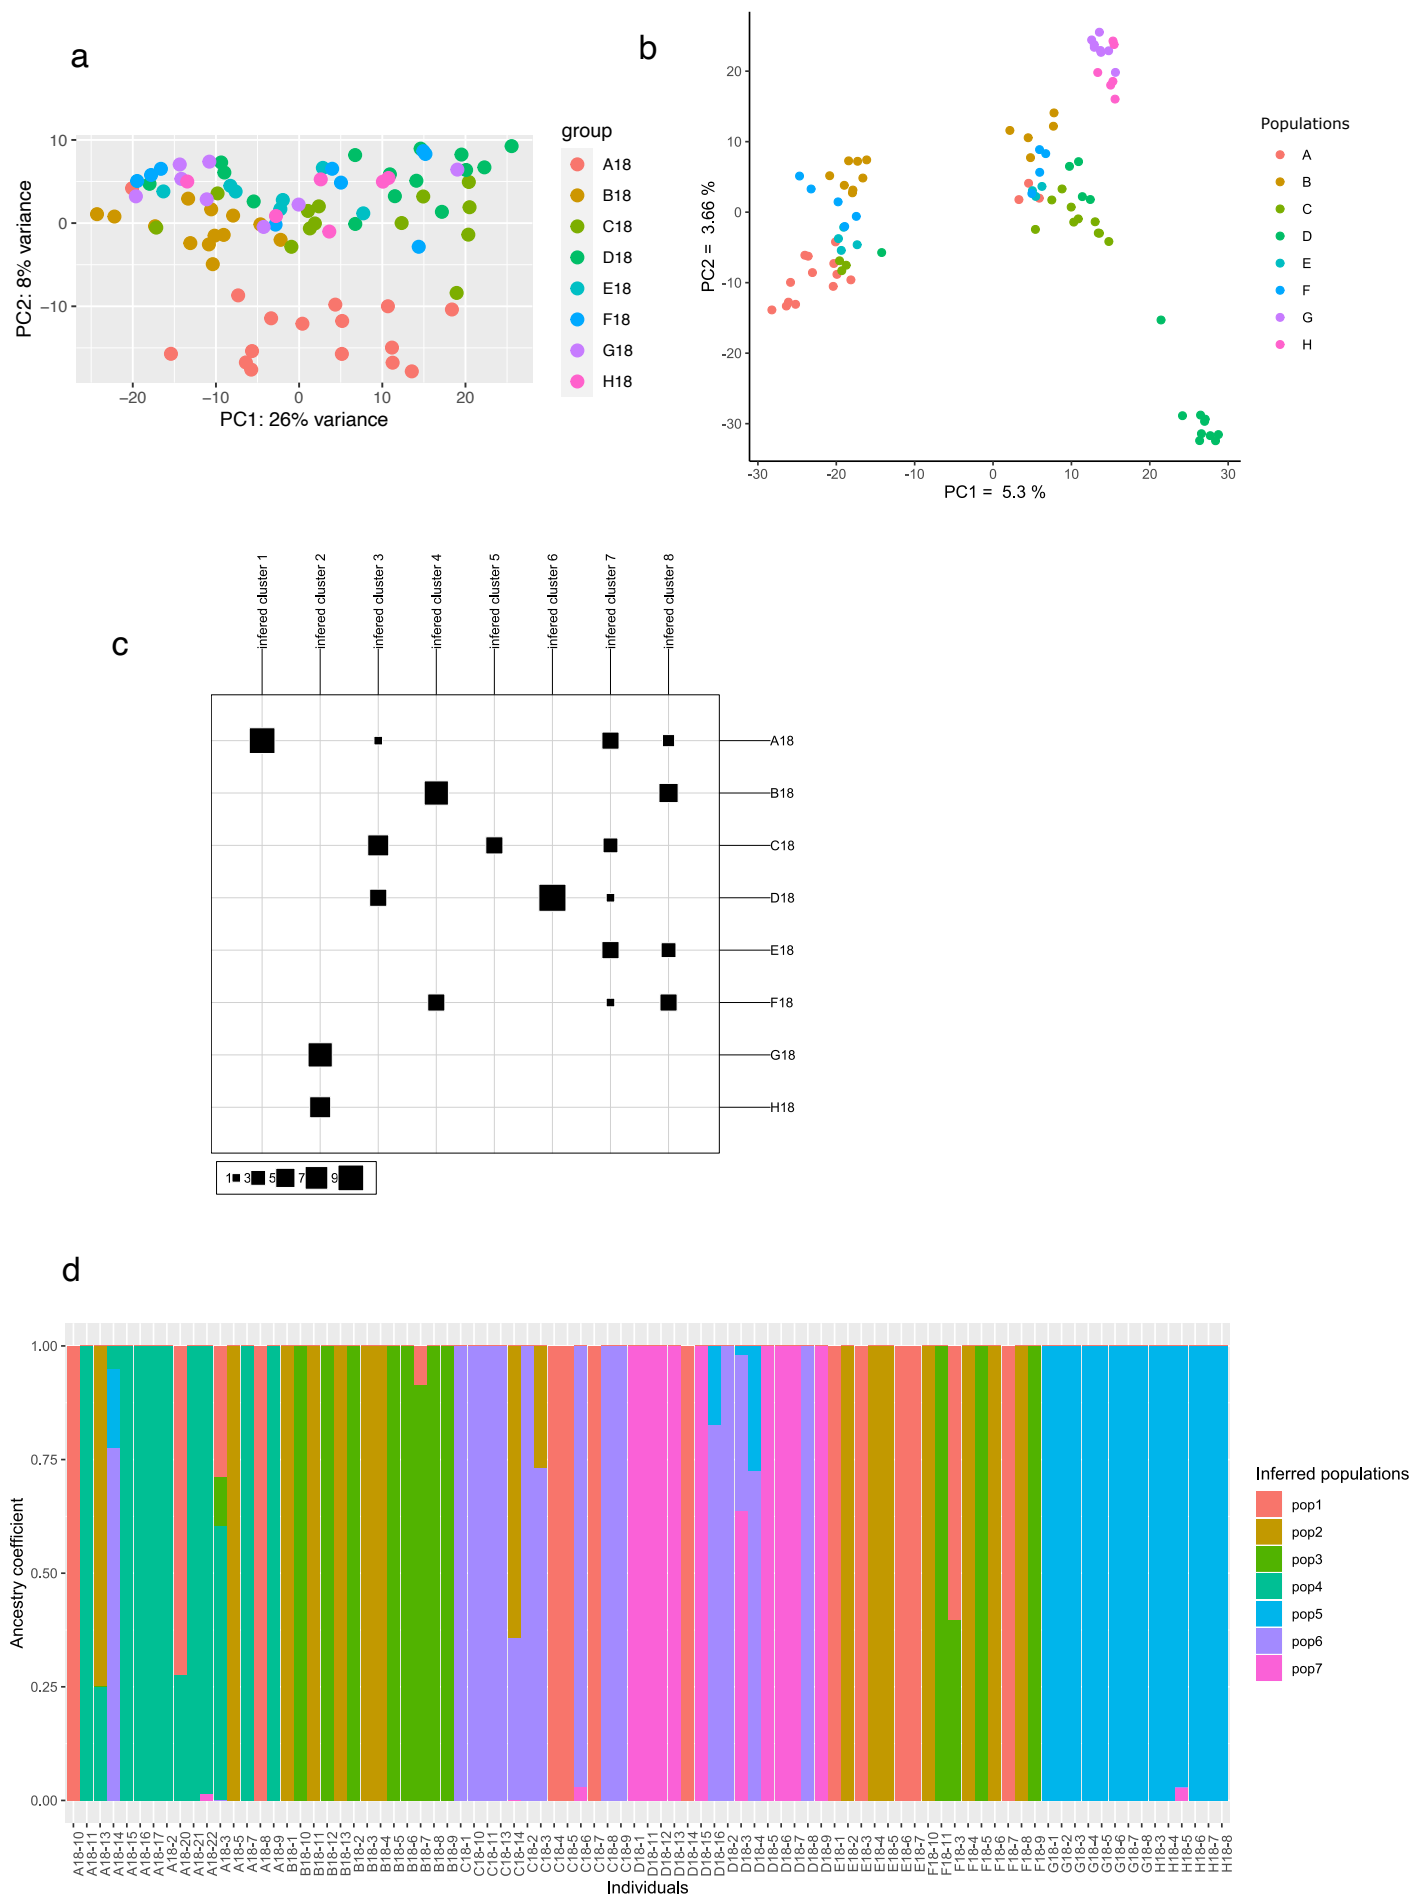

Figure 2

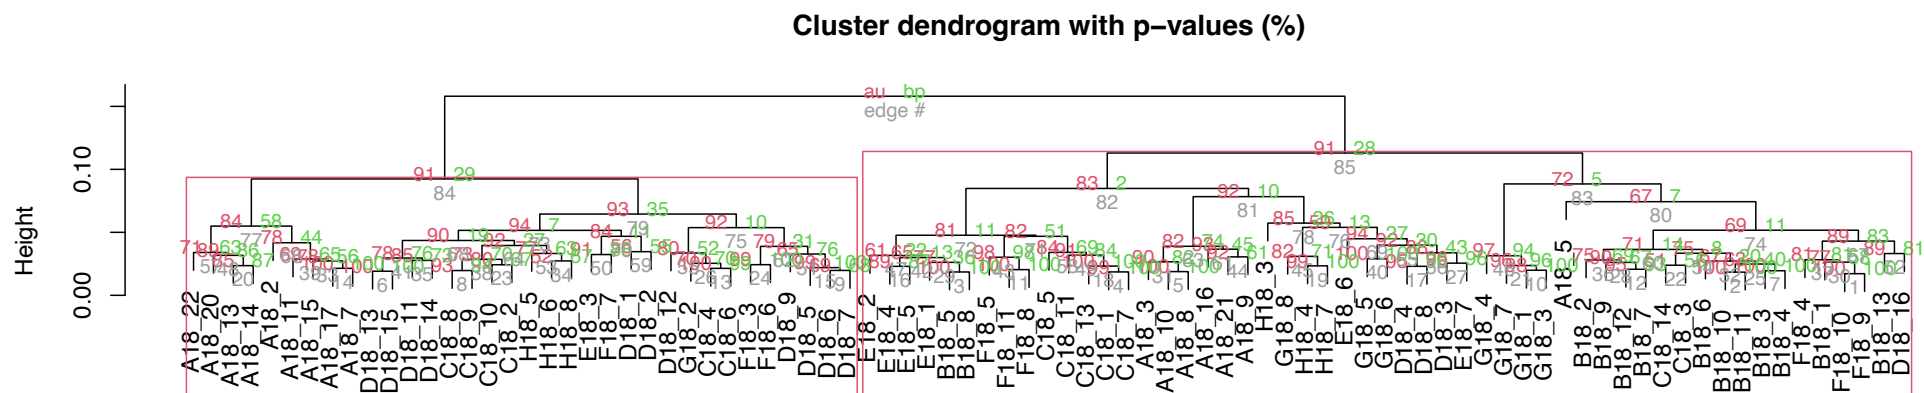

Figure 3

Distance: correlation
Cluster method: complete

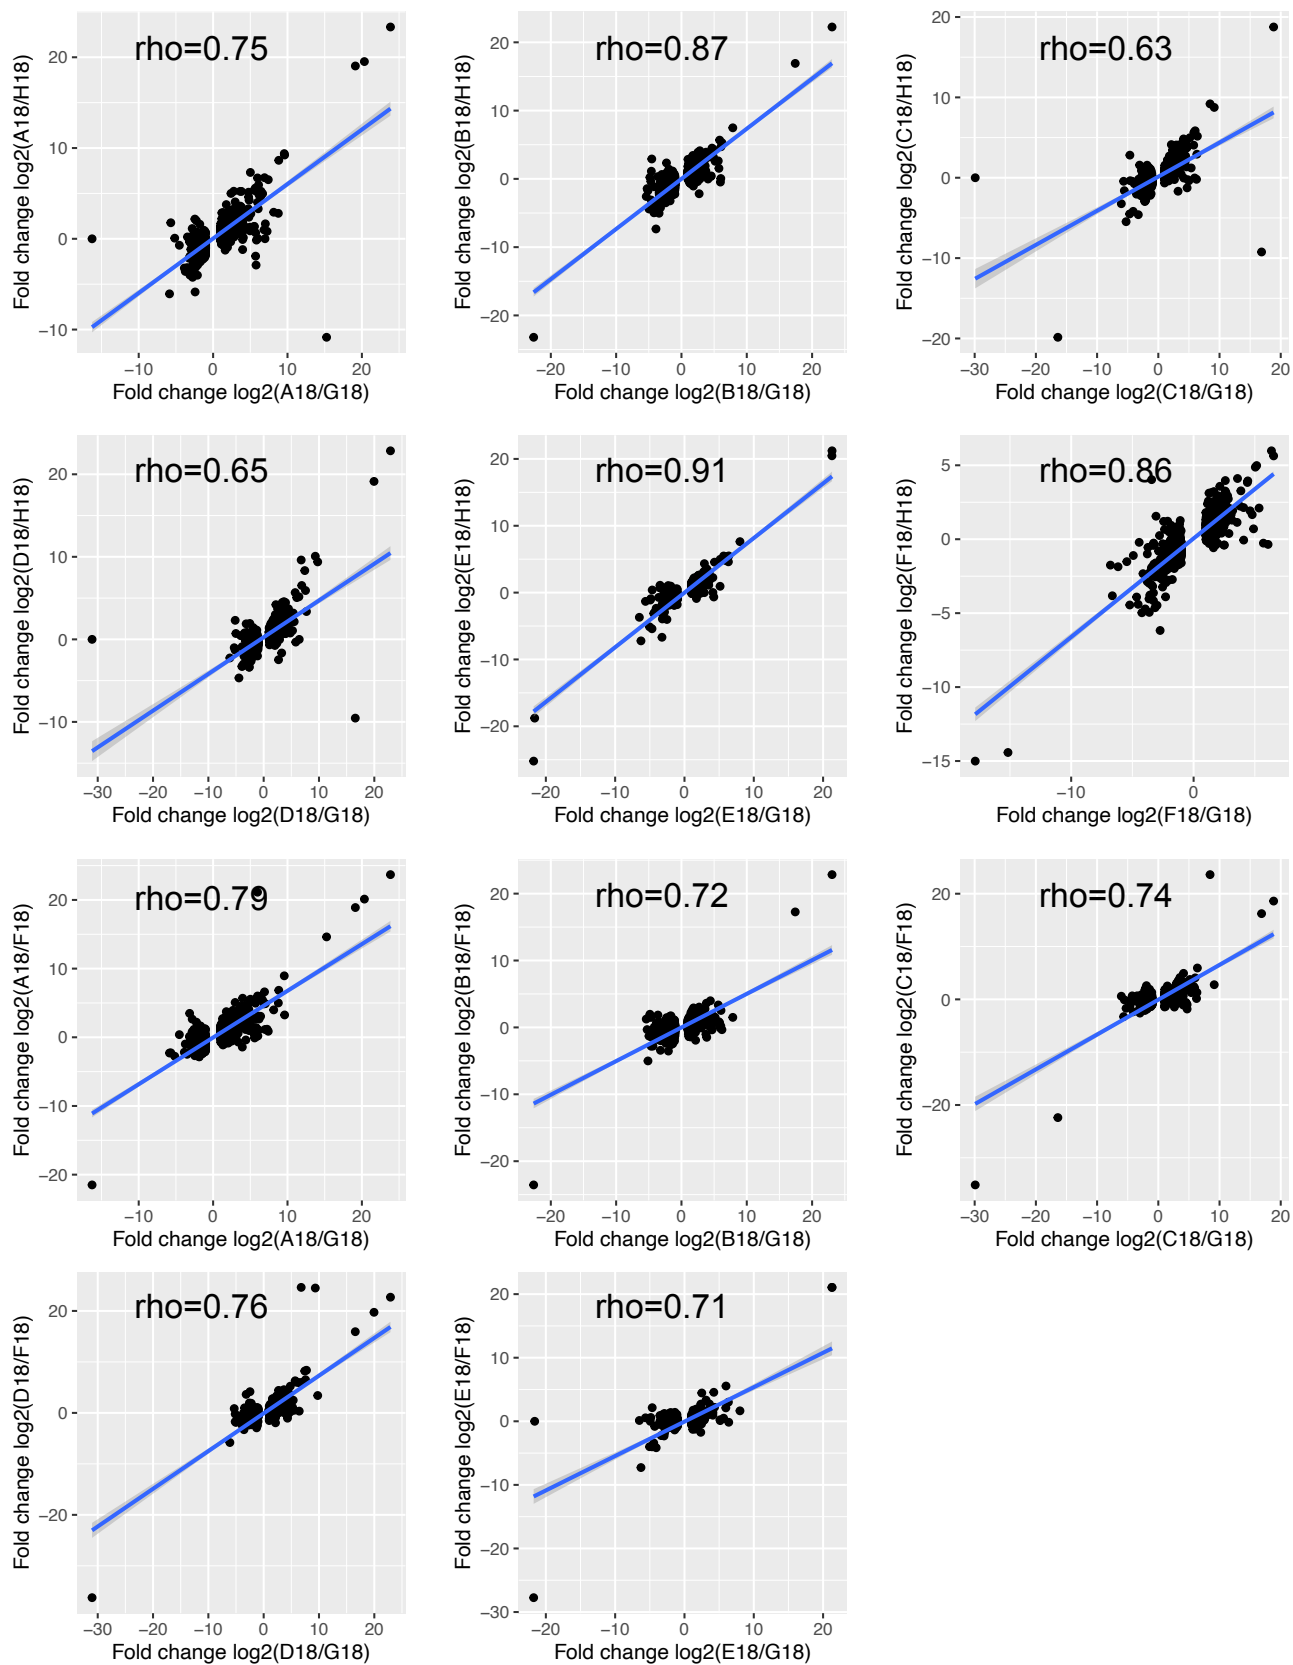

Figure 4

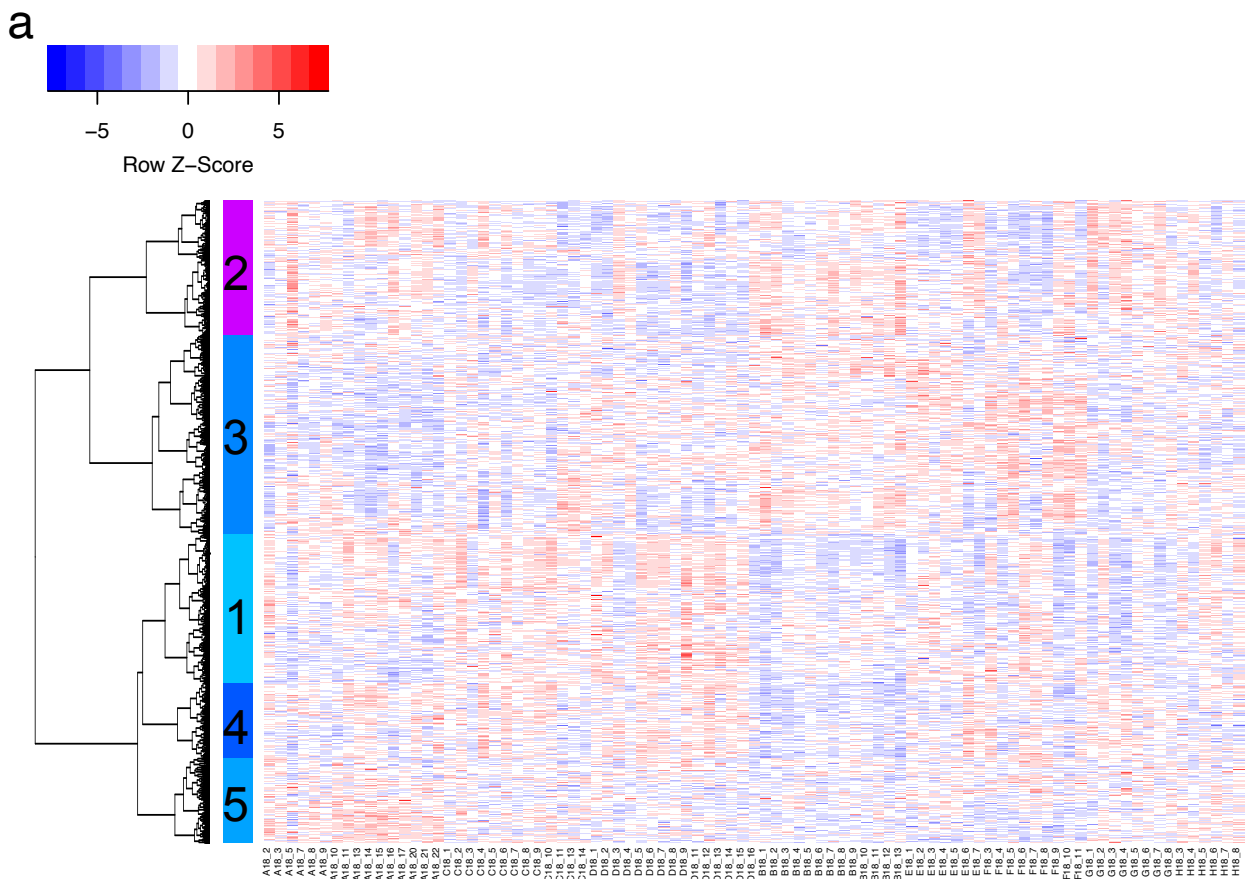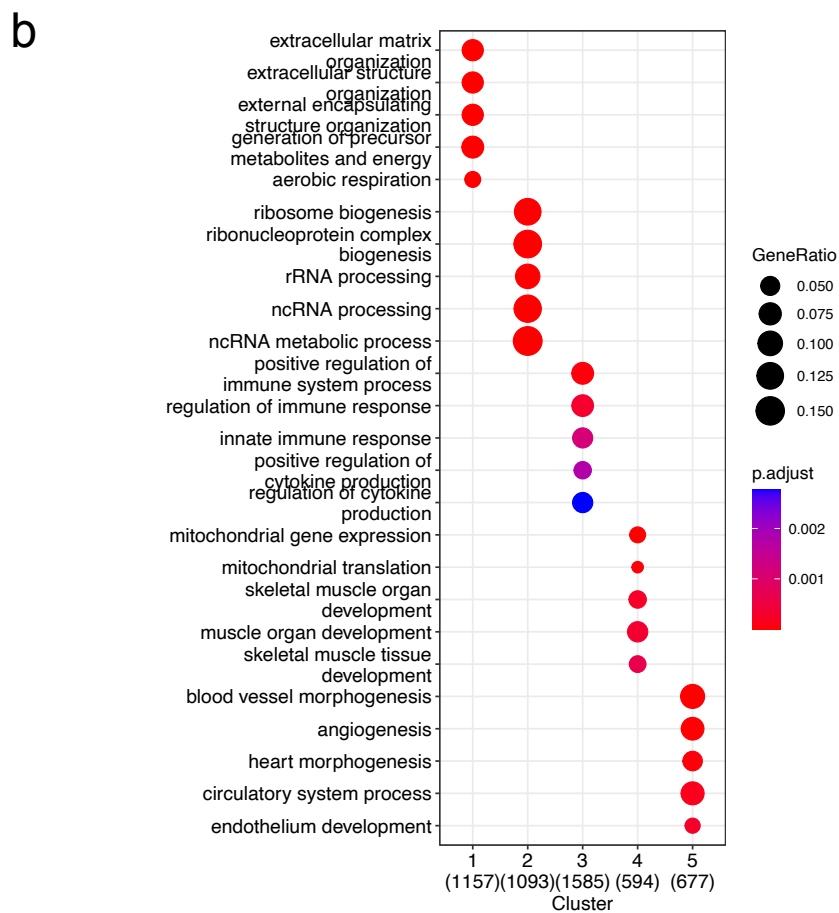

Figure 5

Module-trait relationships

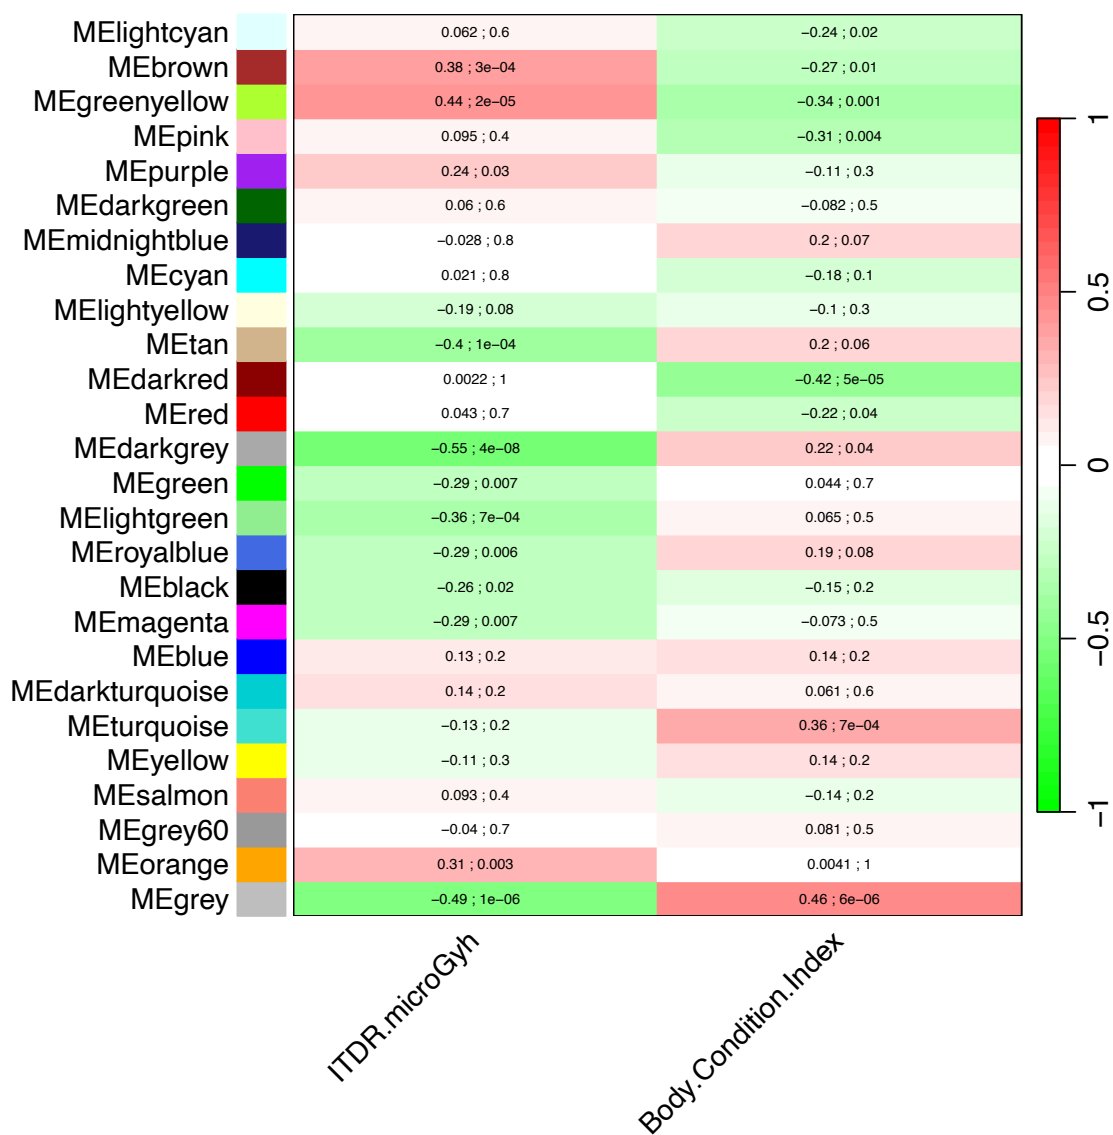

Figure 6

# Supplementary material for: Population transcriptogenomics highlights impaired metabolism and small population sizes in tree frogs living in the Chernobyl Exclusion Zone
**Source:** BMC Biol. 2023 Jul 31;21:164. doi: 10.1186/s12915-023-01659-2
**Supplement:** Supplementary file 3 — Additional file 3. Supplementary material and methods.

Additional file 3:

Supplementary Material and Methods

*Generation of the Hyla orientalis reference transcriptome*

Transcriptome assembly was performed by using the combined set of 5.9 billion RNA-Seq paired end-reads from 5 tissues (tibia muscle, heart, eye, brain and testis) obtained from 3 *Hyla orientalis* specimens collected near Slavutich locality. Trinity version 2.8.6 was used for *de novo* transcriptome assembly following best practices (Adam Freedman and Nathan Weeks, Harvard, <https://informatics.fas.harvard.edu>). More specifically, we removed erroneous k-mers with rCorrector and discarded low complexity reads. Adapters and low quality reads were removed with trim_galore v0.6.6 (https://github.com/FelixKrueger/TrimGalore), a wrapper for cutadapt, using the options --length 36 --retain_unpaired --paired -q 10 --stringency 5 -e 0.1 --trim-n. We then identified and removed ribosomal RNA with the SILVA LSU and SSU rRNA database release 132, enriched with *Hyla arborea* and *Hyla orientalis* 12S, 16S and 28S rRNA, by mapping with bowtie2 v2.3.5.1 with the option --very-sensitive-local. Quality controls of reads was re-assessed with fastqc v0.11.9. The resulting reads were finally assembled using Trinity with the option --SS_lib_type RF. Completeness of *Hyla orientalis* transcriptome assembly was assessed by BUSCO analysis. The number of complete transcript was 95.3% (n= 3950).

*Proteomics analysis and proteome database constitution*

Proteins were extracted from muscles of three individuals collected near Slavutich using a potter Elvehjem in RIPA sample buffer (Sigma), purified following the protocol detailed before, and subjected to a short SDSPAGE electrophoretic migration. Gels were incubated with Imperial Protein Stain (Thermo Fisher Scientific) and after few washes with water, protein bands were cut in 5 pieces along their molecular weight and submitted to classical in gel protein digestion. Peptides were analysed using liquid nanochromatography online in front of an Orbitrap Fusion Lumos Tribrid mass spectrometer (Thermo Fisher Scientific) as previously describe. For data processing, we used a proteogenomics cascade strategy. First, the full ORF dataset (391,124 entries) was processed to eliminate redundancy. The resulting ORF dataset was then used as protein database and queried with the MaxQuant version 15.3.8 at 10% FDR. The result of this first query was used to generate a potential protein database limited to 21,619 ORFs corresponding to the most-relevant candidate proteins. Finally, this database was used for the final processing at 1% FDR resulting in more than 6,000 proteins entries identified on a 6 log dynamic range. This high number of proteins entries suggest a high quality of the ORF dataset.

*Validation of transcriptome assembly by proteomics*

A selected set of 17,323 contigs with high confidence similarity was used for validation by proteomics. This set was obtained by selecting contigs coding for peptides with blastx E < 1e-100 against Uniref90, and selecting for the longest assembled contigs when multiple contigs were coding for the same predicted peptide. To compare transcriptomics and proteomics data, assembled contigs expressed in the muscle (tpm > 0.1 in all triplicates) (n= 7,286) were used as a database to analyse the spectra obtained by proteomics. Matches between predicted proteins from the assembled transcripts and the proteomics ORF dataset were considered when the protein was detected in at least one sample (out of a total of three) by proteomics. This resulted in 3,611 contigs encoding peptides (50%) that had their sequence validated by Mass spectrometry spectra.

*Transcript abundance estimation and expression analysis*

Quality filtered and trimmed paired-end reads of the 87 samples were mapped against the *de novo* assembled *Hyla orientalis* transcriptome using Bowtie2 and RSEM via the Trinity utility *align_and_estimate_abundance.pl* and using the options --prep_reference --SS_lib_type RF --est_method RSEM --aln_method bowtie2 --trinity_mode. RSEM results were imported in R with the function *tximport* and analysed for differential expression without filtering on contigs abundance. Comparative analysis to reference sites (G18, H18 and F18) were performed with DESeq2 using q-value < 0.05 (False Discovery Rate) and |fold change| >= 1.5 for significancy on the set of 17,323 contigs. Non-supervised hierarchical expression analysis was performed on variance-stabilized data (vst) using a set of 5,735 contigs differentially expressed significantly in at least one comparative analysis made with *DESeq2* (using G18 as reference) with *hclust* Spearman’s correlation and complete-linkage method for rows (contigs expression). Enrichments of GO and Kyoto Encyclopedia of Genes and Genomes (KEGG) biological processes were made through human orthology (using a gene universe of 11,342 unique Uniprot proteins expressed in the muscle) with the R package *clusterProfiler* using a cut off q-value < 0.05 (fdr). An additional non-supervised hierarchical expression analysis was performed on the vst data (n=5,735) corrected for genetic distances, considered here as a covariate. To compute this covariate variable, we performed a group factor obtained by hierarchical clustering on the genetic distance matrix. The vst data was then corrected for genetic distance by regression using this factor. The resulting matrix of expression was then submitted to hierarchical clustering (without clustering of samples, as requested), and enrichment performed on each cluster, as before. Gene set enrichment analysis was made using the R *clusterProfiler* and *enrichplot* using the three section of GO repository (BP, MF and CC) and using 10000 permutations. ). For analysis of similarity between individual, bootstrap analysis was made with *pvclust* on the set of 5,735 differentially expressed contigs with 1000 permutations, then cophenetic distance at the sample level were extracted from the dendrogram and correlated to ITDR controlling for genetic distance or geographical distance by partial Mantel test using the R package *vegan* and 9999 permutations.

*Dose-response modelling*

Dose-response modelling (for Bench Mark Dose estimation, BMD) of contig expression was performed using *Dromics* 2.4 on vst expression data (n=17,323) and the ITDR of each frog without filtering on contigs abundance. Contigs significantly responding to ITDR were selected using the quadratic trend test with a q-value (FDR) < 0.05 BMD1_SD_ were calculated using the best fit dose-response model (among monotonic Hill, linear and exponential models, and biphasic Gauss-probit and log-Gauss-probit models) on each selected contig and their 95% confidence intervals obtained with 1000 bootstrap iterations. All contigs with defined BMD were kept for GO term enrichment with *ClusterProfiler*.

*Weighted gene co-expression network analysis*

Weighted gene co-expression network analysis (WGCNA) was carried out on vst normalized expression data obtained from *DESeq2* (n=17,323) with *WGCNA* without filtering on contigs abundance. The network dendrogram was built by computing adjacency using signed network, soft threshold power set to 6 (based on approximate scale free typology) and biweighted midcorrelation (bicor). Adjacency were then transform into signed Topological Overlap Matrix to minimize the effects of noise and spurious associations as recommended, using the function TOMSimilarity. Modules of co-expressed contigs were identified by the Dynamic Tree Cut method with the options deepSplit = 2, pamRespectsDendro = FALSE, minClusterSize = 30. Highly similar modules (correlation > 0.75) were merged, as recommended. BCI and ITDR were then associated to the resulting module eigengenes to explore the correlation between gene expression profiles and phenotypic traits using a threshold p-value < 0.001. To adjust for genetic distances we extracted the eigengene from the module correlated best with the ITDR and applied Phylogenetic linear models (pls) to control for genetic distances using the R package *caper*. A second *WGCNA* analysis was made using a matrix of expression filtered for contigs expressed above the 1^st^ quantile of the data in at least 40 individuals (n=13,641). This matrix was then corrected for genetic distances using the R package *lm* and submitted to module detection and enrichment of GO terms as described before.

How the deposited data were processed for this re-analysis (not part of the article)

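RNA was sequenced from the tibia muscle of 87 male Eastern tree frogs of 8 sites, 44 frogs from the highly contaminated A18, C18 and D18, 29 from the lowly contaminated B18, E18 and F18, and 14 from G18 and H18 outside the CEZ. The authors trimmed the read pairs, mapped them with Bowtie2 to contigs assembled de novo and quantified them with RSEM, and deposited expected counts, TPM, FPKM, the percent of each contig within its gene and contig lengths for each frog. Expected counts are estimates and 22.5% of them were not whole numbers. They were rounded, after 2 pairs of contigs with the same values in every frog were summed to leave 17323 contigs. The test covered the 16947 contigs with at least 1 count. Counts per frog ran from 12541881 to 45112616. Site and frog labels, dose rates, body measures, RNA concentrations and sequencing quality came from the labels and from Tables S1 and S2 of the paper, and 84 frogs had an ITDR. For H18 the ITDR given is 0.004045 µGy/h and the ATDR, which the paper defines as the mean ITDR of a site, is 0.000405. The main settings used the ITDR, and an alternative used the ATDR of H18.

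Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM factors, a single fit of all frogs by site and the quasi-likelihood F test. Each site was compared with G18, and the mean of A18, C18 and D18 with the mean of the other 5 sites. Contigs were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5, the thresholds of the paper, with no filter on abundance. The paper used DESeq2, which was run as an alternative in version 1.42.0. Contamination belongs to sites, so the comparison was repeated with limma 3.58.1 on the 8 site means. Trends over dose were tested with limma on variance-stabilized counts, with a linear and a quadratic term in the rank of ITDR, and within sites with log10 ITDR and site as a factor. Body condition was tested in the same way and in a linear mixed model with site as random factor (lme4 1.1.37). Mantel and partial Mantel tests used 9999 permutations (vegan 2.7.1). Modules were built from biweight midcorrelations, a signed adjacency with power 6, topological overlap and average linkage cut at a single height, with at least 30 contigs each, since the program of the paper was not used here. Dose-response models and benchmark doses, enrichment of functions, SNPs and genetic distances were not analysed here.

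The comparisons, the alternatives and the rule for named contigs were fixed before the data were examined, apart from those said to be chosen later and from the correlations of modules and dose within highly contaminated sites, within other sites and around site means, which were chosen after the pooled values had been seen. The rule takes the contigs that Table S3 pairs with genes named in the text, the contigs drawn in Fig. 5a, the called contigs of Table S3 with the largest changes in each direction, up to 5 each way with the largest changes that were not called, and the unnamed contigs with a mean of at least 100 counts that changed most. Values in the tables of the paper had been seen by then. Names are the human matches in the copy of Table S3 used here, which covers 133 contigs, fewer than the paper counts with stop-gained variants. Other contigs carry no name here.

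The tests by edgeR, DESeq2 and limma and the modules were tried on simulated data, and the Mantel tests, the mixed model and the clustering of frogs and contigs were not. With frogs as replicates, edgeR recovered 94% of contigs changed by 2-fold between highly contaminated and other sites, and 27.9% of its calls were unchanged contigs, where DESeq2 had 5.81%. In the comparison of A18 with G18 it recovered 70.1%, and 21.9% of its calls were unchanged contigs. These shares depend on how many contigs were changed, here 67, 67 and 66 of 16947 by 1.5, 2 and 4-fold. Of the 62 unchanged contigs called between highly contaminated and other sites, 16 had a mean under 1 count and 37 a mean from 1 to 10 counts. Alternatives changed the tool, the scaling, a filter on low counts, contig lengths, the way the fold change was tested, the frogs in the fit, covariates and the reference site.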

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

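The tests of separate control frogs, of simulated unchanged contigs, of the most abundant contigs of A18-5, of sites other than G18 as its origin and of its place in Fig. 2b were chosen only after the result was seen.

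Among 42 groups of 4 to 10 frogs tested by Dixon's criterion, 3 held a frog far from the others, where chance gives about 1 in 20 groups. Frog F18-3 had 21226123 counts, and the next of the 9 frogs of F18 had 19517869. H18-4 had 45112616 counts, and the next of the 6 frogs of H18 had 19903293. E18-5 weighed 7.3 g, and the next of the 7 frogs of E18 weighed 6.241 g.

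The lists of A18, C18 and D18 against G18 shared 453 contigs. Groups simulated with no difference under the same shared controls shared at most 1 contig. Each contig was drawn on its own there, without the variation that contigs share between frogs, so the simulation cannot decide on an overlap of unchanged contigs. With real frogs drawn over all 8 sites the overlap was 5 at the median and 131 at the highest. That argues against such an overlap only among frogs taken without their sites. With separate frogs of G18 for each comparison (3, 3 and 2 of them) the median overlap was 3.5 contigs. With the same 3 frogs of G18 serving all 3 comparisons it was 44, and with the same 2 frogs 33. Part of the overlap may thus come from the control frogs that the comparisons share. A difference of G18 from all other sites, biological or from its library block, stays open, since G18 is 1 site. A shared response to contamination stays open as well, as untested by these values.

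Frog A18-5 stood apart from the other 15 frogs of A18, with a median correlation of 0.944 where the lowest of the others had 0.966. Its 10 most abundant contigs held 18.24% of its counts, less than in any other frog of A18 (21.34% to 40.66%), which argues against more counts in a few contigs. Leaving out 7 contigs with zero-padded names left its median at 0.944 and the lowest of the others at 0.966. That decides nothing, since 7 contigs weigh little in a correlation over 16947 contigs whether or not they differ. They held 1.25% of the counts of A18-5 and from 6.56% to 19.58% in the other frogs of A18. The Q30 of its first reads was 99.13%, where the other frogs of A18 had 99.44% to 99.55%. Whether these traits of the library bear on its place was not tested. In libraries thinned to 15439344 counts the median of A18-5 was 0.9317 and the lowest of the others 0.9485, which argues against depth. In full libraries its median correlation was 0.9514 with frogs of B18 (lowest of their own 0.9692) and 0.943 with E18 (0.963). With C18, D18, F18 and H18 it also lay below their lowest by more than their spread. That argues against a frog typical of these sites under a wrong label. By the same measure A18-5 lay outside A18 too, so a frog of these sites that is unlike the rest is not excluded. The site nearest to A18-5 was G18, at 0.9529, below the lowest of its frogs (0.9567) by less than their spread. By expression, a frog of G18 under a wrong label thus cannot be told apart from a frog unlike the rest. Against a frog of G18 stands the paper's Fig. 2b, where none of the genetic membership of A18-5 is seen in G18 and most in E18. No biological explanation was tested.

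A trend over the rank of ITDR was called in 2341 contigs, and in 2688 when each frog had the mean dose of its site. Chance can be excluded for doses permuted over frogs (1 of 100 orders as large, the real one, highest other 3). When the mean doses were exchanged between whole sites, 72 of 100 orders gave as many contigs as the real one and the highest gave 6685, which points to a structure of the samples by site. Differences between sites other than dose may thus account for as many trends. A response to dose stays open, since 8 sites and their library blocks cannot separate it from place.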

How the results depend on the processing

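The call by mean count, the unlogged distance, the list without H18 and the modules around site means were chosen only after the result was seen. Of the alternatives to counts and tests of whole comparisons, 166 kept the direction and side of the threshold or stayed within 1.5 times the count, 48 moved, 4 turned in direction, 3 became stronger and 1 weaker. Of those for named contigs, 345 kept both, 14 became weaker, 3 stronger and 1 turned. The cause was not tested for any of the changes below. When the 1.5-fold change was itself tested, 340 contigs were called in A18, 230 in B18, 95 in C18, 167 in D18, 44 in E18, 259 in F18 and 29 in H18, with 37 shared by A18, C18 and D18, 20 by B18, E18 and F18, 809 in at least 1 site and 103 between highly contaminated and other sites. With H18 as reference, 1386 were called in A18, 230 in C18, 372 in D18 and 431 in E18, with 56 shared by A18, C18 and D18, 181 by B18, E18 and F18 and 3743 in at least 1 site. With F18 as reference, 93 were called in E18 and 1643 in H18. With only the frogs of the sites compared, which are fewer, 983 were called in D18, 154 in E18 and 1 in H18, with 269 shared by A18, C18 and D18 and 75 by B18, E18 and F18. RNA concentration as covariate gave 580 contigs in H18. Without those shared by A18, C18 and D18, 192 contigs were shared by B18, E18 and F18. Between highly contaminated and other sites, the frog number as a replicate block gave 729 contigs, body length as covariate 704 and a mean of at least 10 counts 578. The numbers do not pair frogs: residuals of frogs with the same number correlated at a mean r of 0.00759 over 210 pairs, and of others at -0.000331 over 3050. With the number as block, 397 contigs were shared by A18, C18 and D18 and 269 by B18, E18 and F18, and SL9A2 turned to a log2 change of 0.047. With site means, leaving out each site in turn gave 0 to 1 contigs. The lowest correlation of fold changes was 0.2841 over all contigs with a mean of at least 10 counts, 0.4472 by Spearman and 0.6624 with DESeq2. The Mantel r was 0.01184 with linear ITDR. The partial Mantel r given place was 0.09156 over contigs that pass the filter, 0.04692 with 1 minus the correlation, -0.01526 with Spearman distances, -0.03601 with linear ITDR, -0.01194 with the ATDR of H18, -0.00251 with log2 CPM and 0.08439 with distance not logged. Within sites, linear ITDR gave 1 contig. For BCI, 37 contigs were called with site as a factor and 3107 without D18-12 and C18-11. Modules related to ITDR numbered 2 with power 12, 3 without A18-5, 3 without D18-12 and C18-11 and 0 around site means, and those related to BCI 2 without D18-12 and C18-11. Contigs with a mean under 10 counts limit the calls, as 526 of 1104 between highly contaminated and other sites had such a mean.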

Differences from the paper's values

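The partial Mantel test with distance not logged was chosen only after the result was seen. By the main settings, the number of modules related to ITDR was 5, where the paper's is 1, and none of the alternatives set before the data were examined came within 1.5 times of it, with 5 after the filter on low counts and with log10 ITDR, 2 with power 12 and 3 each without A18-5 and without D18-12 and C18-11. The modules were built by other steps than the paper's. No other value compared was set apart from the paper's by the main settings, the number of modules related to BCI among them (1 in both). Correlations were set apart if they lay further away than their spread, and other values if they lay more than 1.5 times away. The spread of a Mantel r was its jackknife standard error over frogs (0.115 for the partial r). Since the paper analysed the same frogs, that spread cannot show that the partial r of 0.01669 and the paper's 0.101 are alike. The counts of contigs shared by A18, C18 and D18 and by B18, E18 and F18 were 453 and 303, where the paper's are 477 and 367. DESeq2, set as an alternative before the data were examined, gave 477 and 367.

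The paper states that the correlation of expression and ITDR held when geographic distance was controlled. The paper's partial Mantel r is 0.101, and the value here was 0.01669 (permutation p = 0.2103). Here the log of metres + 1 was used, which sets pairs of the same site far below all others. The paper does not say how it treated such pairs. Of the alternatives set before the data were examined, the filter on low counts (0.09156, permutation p = 9e-04) and 1 minus the correlation itself (0.04692, permutation p = 0.0329) passed and the others did not. Distance not logged, chosen after the values were seen, also passed (0.08439, permutation p = 0.0015).

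The paper states that body condition fell along the gradient in a mixed model. The refit to the values of Table S1 gave a likelihood ratio Chisq = 3.6 and p = 0.0578, with a slope of -0.0188 (standard error 0.00878). The paper's Chisq is 4.48, and it does not say by which test, so these values may differ in kind. None of the alternatives had a likelihood ratio p under 0.05, with p = 0.0699 without D18-12 and C18-11, 0.0618 with linear ITDR and 0.121 with the ATDR of H18. The share of frogs below 0 was 61.4% at highly contaminated and 20.9% at other sites, as in the paper, with 44 and 43 frogs where the paper gives these numbers in the other order.

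The paper states from correlated fold changes that the choice of reference did not hinder finding differentially expressed contigs. With H18 as reference 56 contigs were shared by A18, C18 and D18, with F18 332 and with G18 453. The lowest Pearson r of fold changes between references was 0.572 over the contigs called against G18, or 0.6624 with DESeq2, and 0.2841 over all contigs with a mean of at least 10 counts, and the lowest Spearman rho over called contigs 0.4472. The paper's 0.63 is a Pearson coefficient given for all its contigs, a set unlike these.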

Other observations

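The splits of each site against G18, those of highly contaminated against other sites, those of whole sites and site means and the permutations of contigs at an unadjusted p within sites were chosen only after the result was seen.

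Of the contigs with a human match in Table S3, 5 of 13 of DNA repair and chromatin and 4 of 13 of immune cells and macrophages had a trend over the rank of ITDR, as did 1 of 10 of energy metabolism and none of 7 of extracellular matrix. The study chose these contigs on the same frogs by the relation of their SNPs to ITDR. TPRN and the Notch ligand JAG1 were among those with a trend (adjusted p = 5.1e-05 and 0.021 from limma). None of the 133 had a trend within sites. For body condition, 3 of 13 immune and macrophage contigs were called, with BCAP, an adaptor of B cell signalling, at an adjusted p of 0.003 and MRC1 at 0.021 from limma.

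H18 and G18, both outside the CEZ, differed in 248 contigs (116 higher at H18). In a fit of these sites alone 1 contig was called, and 6 of 60 splits of their frogs called as many, with 3 the highest other, so that chance cannot be excluded. For the other sites against G18 chance can be excluded, with 1 of 60 splits as large, the real one: 2071 contigs at A18 (highest other 14), 2122 at B18 (2), 1289 at C18 (2), 983 at D18 (85), 154 at E18 (1) and 1619 at F18 (55). With frogs drawn over all 8 sites, which takes no account of the sites they share, chance can be excluded only among such frogs, with 1 of 40 splits as large: 453 contigs shared by A18, C18 and D18 (highest other 131), 303 by B18, E18 and F18 (48), 5961 in at least 1 site (970) and 1104 between highly contaminated and other sites (69).

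When whole sites were exchanged in the fit of frogs, 2 of 56 choices of 3 sites gave at least the 1104 contigs of the real one, and the highest, 1393, parted B18, E18 and F18 from the rest. With site means as replicates, limma called 1 contig (1525 at an unadjusted p under 0.05), and 6 of 56 choices gave as many, with 2 the highest other, so that chance cannot be excluded there. Of the 1104 contigs, 574 had an unadjusted p under 0.05 with site means. For BCI, chance can be excluded for the 1489 contigs among frogs taken without their sites (1 of 100 permutations as large, highest other 667), and with site as a factor 37 were called, so that differences between sites are not excluded. Within sites, limma called 0 contigs for dose, a count that all 100 permutations reach whatever the data (highest other 3), so that they decide nothing. Within sites, 607 contigs had an unadjusted p under 0.05, and 67 of 100 permutations gave as many, with 2556 the highest other, so that chance cannot be excluded for these.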
